# MCL‑1 safeguards activated hair follicle stem cells to enable adult hair regeneration

**DOI:** 10.1038/s41467-025-58150-5

**Published:** 2025-03-22

**Authors:** Hui San Chin, Jinming Cheng, Shih Han Hsu, Guo Guang Lum, Maria TK Zaldivia, Sarmilla Nelameham, Fusheng Guo, Keerthana Mallavarapu, Felicity C. Jackling, Jicheng Yang, Jonathan S. L. Tan, Prabha Sampath, Nick Barker, Gordon K. Smyth, Geoffrey J. Lindeman, Andreas Strasser, Jane E. Visvader, Yunshun Chen, Ting Chen, Nai Yang Fu

**Keywords:** Regeneration, Apoptosis, Skin stem cells

## Abstract

Hair follicles cycle through expansion, regression and quiescence. To investigate the role of MCL‑1, a BCL‑2 family protein with anti‑apoptotic and apoptosis‑unrelated functions, we delete *Mcl‑1* within the skin epithelium using constitutive and inducible systems. Constitutive *Mcl‑1* deletion does not impair hair follicle organogenesis but leads to gradual hair loss and elimination of hair follicle stem cells. Acute *Mcl‑1* deletion rapidly depletes activated hair follicle stem cells and completely blocks depilation‑induced hair regeneration in adult mice, while quiescent hair follicle stem cells remain unaffected. Single‑cell RNA‑seq profiling reveals the engagement of P53 and DNA mismatch repair signaling in hair follicle stem cells upon depilation‑induced activation. *Trp53* deletion rescues hair regeneration defects caused by acute *Mcl‑1* deletion, highlighting a critical interplay between P53 and MCL‑1 in balancing proliferation and death. The ERBB pathway plays a central role in sustaining the survival of adult activated hair follicle stem cells by promoting MCL‑1 protein expression. Remarkably, the loss of a single *Bak* allele, a pro‑apoptotic *Bcl‑2* effector gene, rescues *Mcl‑1* deletion‑induced defects in both hair follicles and mammary glands. These findings demonstrate the pivotal role of MCL‑1 in inhibiting proliferation stress‑induced apoptosis when quiescent stem cells activate to fuel tissue regeneration.

## Abstract (web summary)

Here the authors unveil the essential role of MCL-1 for adult hair follicle regeneration and inhibition of proliferation stress-induced apoptosis in mice. They also identify a P53/MCL-1/BAK axis balancing proliferation and death of activated hair follicle stem cells to ensure proper hair growth.

## Introduction

The mammalian hair follicle (HF) serves as a valuable model for studying tissue patterning, regeneration, as well as stem cell biology. In mice, HF morphogenesis begins with placode emergence during fetal skin development (around E14.5), reaching completion approximately 6 days after birth^1,2^. Mature HFs are divided into two main compartments: the epithelial (epidermal) and dermal compartments. The epithelial layer consists of interfollicular epidermis (IFE), infundibulum, isthmus, HF bulge, hair germ and hair shaft, while the dermal compartment consists of the dermal papilla (DP) and the dermal sheath^3^. Throughout life, HFs undergo a continuous cycle involving distinct phases: growth (anagen), regression (catagen), and quiescence (telogen). This dynamic process is driven by HF stem cells (HFSCs) located in the bulge niche^4,5^. The first postnatal hair cycle is relatively synchronized and occurs between p20 (first telogen stage) to p55 (second telogen stage) in mice. Subsequently, HF cycling only occurs in small patches. During anagen, HFSCs are activated and proliferate, forming the outer root sheath (ORS) that extends downward to fuel hair growth^6–8^. The ORS envelops the DP and transit‑amplifying progenitor cells (TACs) in the hair matrix, which cycle rapidly before differentiating to form the inner root sheath (IRS) and hair shaft^9–12^. During catagen, TACs within HF matrix undergo cell death, while the remaining epithelial strand regresses upward^10^. Long‑lived HFSCs and slow‑cycling ORS cells are spared from cell death. As HF transition from catagen to telogen, some HFSCs migrate toward the DP to form the hair germ (HG). In telogen, HFSCs remain quiescent, a state that can persist for months.

Apoptosis, a highly orchestrated form of programmed cell death, is crucial for normal tissue development, homeostasis, and regeneration throughout life. It also plays a critical role in eliminating pathogen-infected cells and those undergoing early   neoplastic transformation. In HFs, apoptotic events during catagen have been visualized through intravital microscopy in live mice^13^. The genetic deletion of Sep4/ARTS, a modulator of apoptosis, in mice led to an expansion of the HFSCs compartment, improved wound healing and hair regeneration^14^. Interestingly, a recent study suggests that the interference of the HFSC niche, either by hair shaft loss or miniaturization, triggers calcium‑dependent apoptosis^15^. However, the molecular mechanisms by which apoptosis governs different stages of HF development and hair regeneration remains poorly understood^16,17^.

The apoptotic pathway is tightly regulated by the BCL‑2 family of proteins, which controls the mitochondrial outer membrane permeability and integrity, ultimately governing cell death decisions^18,19^. This family consists of pro‑survival proteins (BCL‑2, MCL‑1, BCL‑XL, BCL‑W, BFL‑1/A1), pro‑apoptotic BH3‑only proteins (BIM, PUMA, BID, BAD, NOXA, HRK, BIK, BMF), and multi‑domain apoptotic effectors (BAX, BAK, BOK)^20^. When apoptosis is triggered, BH3‑only proteins are upregulated, neutralizing pro‑survival proteins and activating BAX and BAK^21^. These activated proteins oligomerize, causing mitochondrial outer membrane permeabilization (MOMP), which releases apoptogenic factors and initiates caspase activation (including executioner caspases−3, −6 and −7), culminating in a well‑coordinated cell demolition.

While genetic models have elucidated the diverse roles of individual BCL‑2 family members in various tissues^22^, none has identified an essential physiological role in HF development or HFSC function. Although pharmacological inhibition of BCL‑2 depleted supra‑basal bulge stem cells, genetic deletion of *Bcl‑2* did not disrupt HF growth^23^. Nonetheless, deletion of *Bcl‑2* sensitized HFSCs to DNA‑damage induced apoptosis and caused premature hair graying in mice, due to melanocyte depletion^24–27^. No skin or hair related defects have been reported in *A1/Bfl‑1*^28^ or *Bcl‑w* knockout mice^29,30^. Among the pro‑survival molecules, MCL‑1 and BCL‑XL are critical for embryonic development, and their respective knockouts cause embryonic lethality^31,32^. Given that *Mcl‑1* and *Bcl‑x* knockout causes embryonic lethality respectively, conditional knockout systems are used to investigate the roles of MCL‑1 and BCL‑XL in various tissues. Although *Keratin 5* (*K5*)*‑Cre* mediated *Bcl‑x* deletion did not affect hair regeneration, it increased keratinocyte sensitivity to UV‑induced apoptosis^33^. Despite insights from knockout models, the molecular mechanisms governing HFSC survival, HF cycling, and hair regeneration remain unclear. Studies from conditional knockout mouse models have revealed that MCL‑1 is essential for the survival of numerous cell types (as reviewed in^34^). Interestingly, MCL‑1 has also been attributed several apoptosis‑unrelated roles including regulating mitochondrial morphology and cell cycle, promoting pluripotency of stem cells, and accelerating long‑chain fatty acid oxidation^34–39^. In this study, we unveiled the crucial role of MCL‑1 in HFSC regulation and hair regeneration in mice.

## Results

### Dynamic expression of BCL‑2 family proteins throughout the adult HF cycle

To elucidate the role of BCL‑2 family proteins in HF development and hair regeneration, we analyzed the expression patterns of MCL‑1, BCL‑XL, BIM and BAK in mouse HFs at various stages of the HF cycle. The pro‑survival proteins MCL‑1 and BCL‑XL were expressed during telogen and anagen but downregulated in the apoptotic strand during catagen (Figs. 1A, B,  S1A, B). Interestingly, MCL‑1 is ubiquitously expressed throughout the HF epithelium, while BCL‑XL is mainly expressed in the IRS. Notably, the hair matrix, composed of progenitor TACs marked by PCAD, expresses high levels of MCL‑1 but not BCL‑XL during anagen, suggesting that MCL‑1 may play a role in maintaining these highly proliferative cells during active hair growth. Expression of both MCL‑1 and BCL‑XL expression is restricted to the HF epidermal cells and absent in the DP throughout the adult HF cycle.

**Fig. 1:**
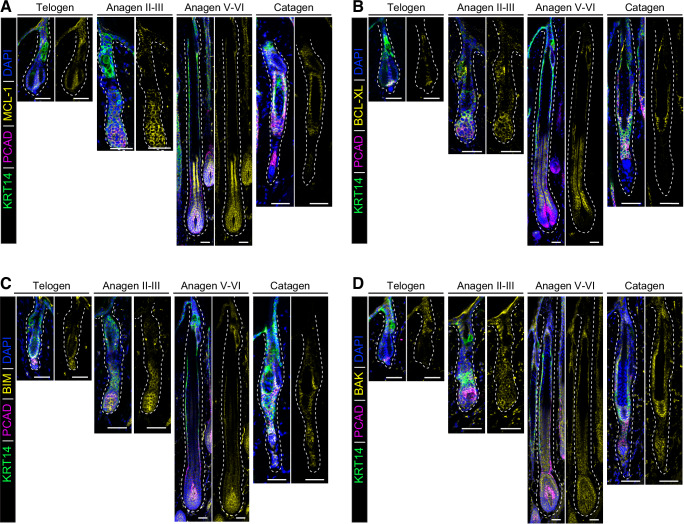
Dynamic expression of BCL‑2 family members at different stages of the HF cycle. Representative confocal images showing the expression of MCL‑1 (**A**), BCL‑XL (**B**), BIM (**C**) and BAK (**D**) at p60 (telogen), p22 (anagen II‑III), p29 (anagen V‑VI) and p40 (catagen). Basal skin layer is stained by KRT14, hair matrix containing TACs is stained by PCAD and DAPI is used as a nuclear counterstain in each image. Data shown are representative of *n* = 3 independent experiments. Scale bars, 50 µm.

Conversely, the pro‑apoptotic proteins BIM and BAK were readily detected in HFs during telogen and anagen (Figs. 1C, D, S1C, D). Their expression remains within the apoptotic strand during catagen. Unlike the pro‑survival proteins MCL‑1 and BCL‑XL, pro‑apoptotic BIM and BAK are also expressed in the DP. These results highlight the dynamic regulation and expression of distinct pro‑survival and pro‑apoptotic BCL‑2 family members throughout the HF cycle.

### Deletion of *Mcl‑1* in the skin epithelium leads to gradual hair loss in adult mice

To explore the role of MCL‑1 in mouse skin and HFs, we employed a transgenic line expressing *Cre* recombinase under the control of a 5 Kb human *Krt5* (*K5*) promoter to delete *Mcl‑1* in all skin epithelial lineages, including HFs (Fig. S1E, F). Using the *Rosa26‑mTmG* reporter model, we confirmed that this *K5‑Cre* system efficiently induced DNA recombination in the skin epithelium, but not in the DP (Fig. S1F, G, L), consistent with a previous report^40^. By crossing floxed *Mcl‑1* mice with *K5‑Cre* transgenic mice, we monitored the hair phenotype of offspring from birth (Fig. S1E, F). *K5‑Cre/Mcl‑1*^*f/f*^ mice lacking both *Mcl‑1* alleles in the skin epithelium appeared runty after birth but ~80% of them survived into adulthood. Their hair growth was macroscopically normal during early HF organogenesis (p1‑p12) (Fig. S2A, B) and up to the first anagen (p29), comparable to control (*Mcl‑1*^*f/f*^ or *Mcl‑1*^*f/+*^) and *K5‑Cre/Mcl‑1*^*f/+*^ littermates (Fig. 2A, B). Histological analyses showed that HF morphogenesis was overall not affected while hair bulbs in *K5‑Cre/Mcl‑1*^*f/f*^ mice appeared smaller compared to either wildtype or *K5‑Cre/Mcl‑1*^*f/+*^ littermates (Figs. 2B, S2A). Additionally, distinct HF differentiation lineages marked by specific markers, including KRT14, LEF‑1, GATA3, KRT6, and PCAD were comparable between *K5‑Cre/Mcl‑1*^*f/f*^ mice and control mice at p29 (Fig. S2C). These results indicate that MCL‑1 is dispensable for HF morphogenesis during early development.

**Fig. 2:**
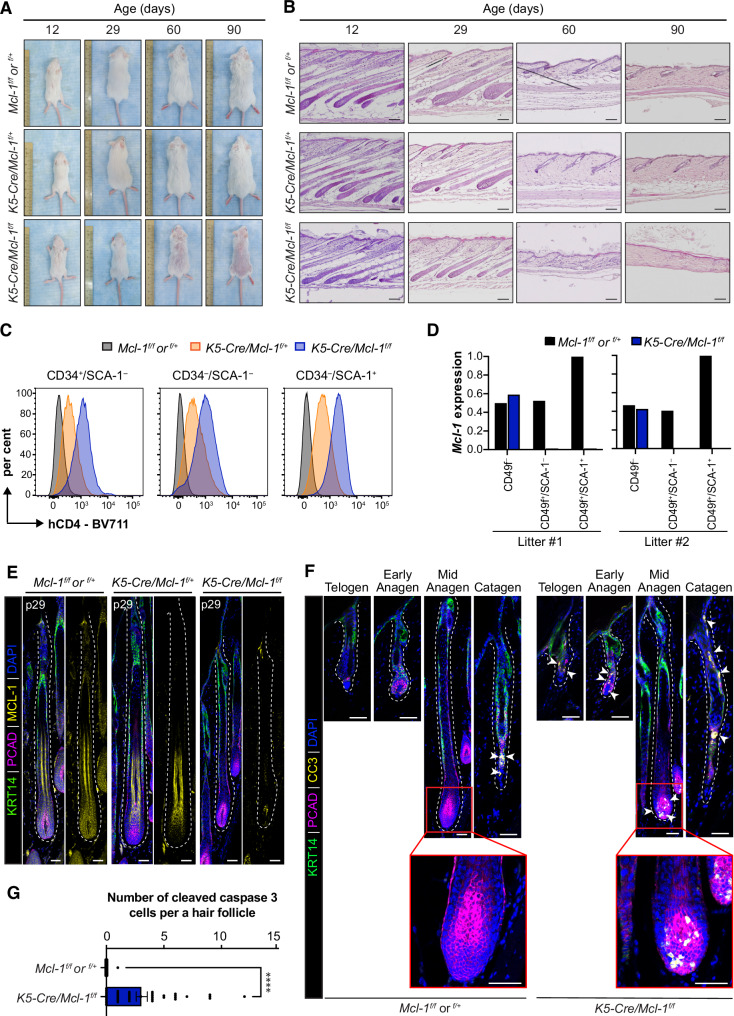
MCL‑1 is essential for murine HF during adulthood. **A**, **B** Deletion of *Mcl‑1* in the skin epithelium leads to progressive hair loss and HF destruction. Representative photographs of *Mcl‑1*^*f/f*^ or *Mcl‑1*^*f/+*^, *K5‑Cre/Mcl‑1*^*f/+*^ and *K5‑Cre/Mcl‑1*^*f/f*^ mice at p12, p29, p60 and p90 (**A**), alongside H&E sections of dorsal skin at these time points (**B**). Data represent *n* = 8 mice per genotype. Scale bars, 100 µm. **C** Representative FACS plots demonstrating efficient deletion of the floxed *Mcl‑1* gene, using hCD4 as an indicator of efficient CRE‑mediated recombination as well as promoter activity. Expression of hCD4 in hair bulge (CD49f^+^/CD34^+^/SCA‑1^–^), non‑bulge HF cells (CD49f^+^/ CD34^–^/SCA‑1^–^) and interfollicular epidermis (IFE) (CD49f^+^/CD34^–^/SCA‑1^+^) from *Mcl‑1*^*f/f*^ or *Mcl‑1*^*f/+*^, *K5‑Cre/Mcl‑1*^*f/+*^ *and K5‑Cre/Mcl‑1*^*f/f*^ mice. *n* = 3 at p21 per genotype. **D** qPCR analysis reveals a significant reduction in *Mcl‑1* transcript levels in HF cells (CD49f^+^/SCA‑1^–^) and IFE (CD49f^+^/SCA‑1^+^), but not in non‑epithelial cells (CD49f^–^) of *K5‑Cre/Mcl‑1*^*f/f*^ mice at p21, compared to control littermates. Data are presented as mean of three technical replicates for each point from two independent litters. **E** Representative confocal images show the absence of MCL‑1 protein in HFs of *K5‑Cre/Mcl‑1*^*f/f*^ mice compared to *K5‑Cre/Mcl‑1*^*f/+*^ and *Mcl‑1*^*f/f*^ or *Mcl‑1* ^*f/+*^ littermate controls at p29 (mid anagen). Data represents *n* = 5 experiments. Scale bar, 50 µm. **F** *Mcl‑1* deletion leads to apoptosis in HFs, as shown by CC3 staining at various stages: telogen (p60), early anagen (p22), mid anagen (p29), and catagen (p40), representative of *n* = 5 independent mice per genotype. Basal skin is marked by KRT14, hair matrix with TACs is stained with PCAD, and DAPI is used as nuclear counterstain. Scale bar, 50 µm. **G** Quantification of CC3^+^ cells per HF at p29 shows significantly increased apoptosis in *K5‑Cre/Mcl‑1*^*f/+*^ mice (*n* = 70) vs. controls (*n* = 40). Data are presented as mean ± SEM for *n* = 3 mice per genotype. ****p < 0.0001, Student’s *t*‑test.

Interestingly, *K5‑Cre/Mcl‑1*^*f/f*^ mice showed gradual hair loss by around p60, eventually leading to complete hair loss by 5 months (Figs. 2A, B, S2D). In contrast, mice with a single *Mcl‑1* allele deletion (*K5‑Cre/Mcl‑1*^*f/+*^) did not show detectable HF defects. Histological sections indicated that hair loss in *K5‑Cre/Mcl‑1*^*f/f*^ mice was associated with HF miniaturization at p60, followed by the complete destruction of HFs by p90 (Fig. 2B). In our floxed *Mcl‑1* mouse model, a truncated and non‑functional form of hCD4 is incorporated into the mutant allele as a reporter of successful CRE‑mediated recombination (*Mcl‑1* deletion) and as a surrogate of endogenous *Mcl‑1* promoter activity (Fig. S1E). Confocal imaging analyses revealed that hCD4 is universally expressed in *K5‑Cre/Mcl‑1*^*f/+*^ skin epithelium (Fig. S1M). Quantitative analysis of cell‑surface hCD4 expression by FACS analysis confirmed efficient recombination of the floxed *Mcl‑1* allele in HFSCs (Lin^–^/CD49f^+^/CD34^+^/SCA‑1^–^), IFE (Lin^–^/CD49f^+^/SCA‑1^+^) and the non‑defined HF keratinocyte population (Lin^–^/CD49f^+^/CD34^–^/SCA‑1^–^) (Figs. S2E, 2C) in *K5‑Cre/Mcl‑1*^*f/f*^ and *K5‑Cre/Mcl‑1*^*f/+*^ mice. These data also indicate that the *Mcl‑1* promoter is active in all skin epithelial lineages, with the highest activity in the IFE layer, consistent with data from qPCR analysis (Fig. 2D). The deletion efficiency of the floxed *Mcl‑1* allele in our conditional knockout model was further validated by qPCR (Figs. 2D, S2F). Confocal imaging analysis also showed a complete absence of MCL‑1 in the HF epithelium of *K5‑Cre/Mcl‑1*^*f/f*^ mice as compared with either *Mcl‑1*^*f/f*^, *Mcl‑1*^*f/+*^ or *K5‑Cre/Mcl‑1*^*f/+*^ control littermates (Figs. 2E, S2A). Importantly, *Mcl‑1* deficiency in the skin epithelium exhibited augmented levels of apoptotic cells, with numerous cells positive for activated (i.e. cleaved) CASPASE‑3 (CC3) in HFs (Fig. 2F, G). Once again, the presence of a single allele of *Mcl‑1* was sufficient to prevent apoptosis (Fig. S2G). These results highlight an obligate role of MCL‑1 for the maintenance of adult HFs.

### MCL‑1 is essential for the survival of adult CD34^+^ HFSCs

CD34^+^ cells within murine hair bulge are recognized as the putative quiescent HFSCs with multipotent potential that drive HF regeneration and hair growth. FACS analysis revealed a significant loss of CD34^+^ HFSCs (Lin^–^/CD49f^+^/CD34^+^/SCA‑1^–^) in *K5‑Cre/Mcl‑1*^*f/f*^ mice at p90 compared to littermate controls (Fig. 3A, B). This reduction was also observed as early as p60 but not p21, consistent with histological sections showing HF defects in *K5‑Cre/Mcl‑1*^*f/f*^ mice at these ages; no such defects were seen in any of the control littermates (Fig. 2B). Notably, the presence of a single *Mcl‑1* allele prevented the loss of the CD34^+^ HFSCs (Fig. 3B). Similarly, the non‑defined HF keratinocyte population (Lin^–^/CD49f^+^/CD34^–^/SCA‑1^–^) was significantly diminished in *K5‑Cre/Mcl‑1*^*f/f*^ mice at p90, while the IFE keratinocyte subpopulation (Lin^–^/CD49f^+^/CD34^–^/SCA‑1^+^) increased significantly, correlating with complete HF loss (Fig. 3A, B). This is in line with the histological analyses of skins from p90 *K5‑Cre/Mcl‑1*^*f/f*^ mice showing complete loss of the HF structures (Fig. 2B).

**Fig. 3:**
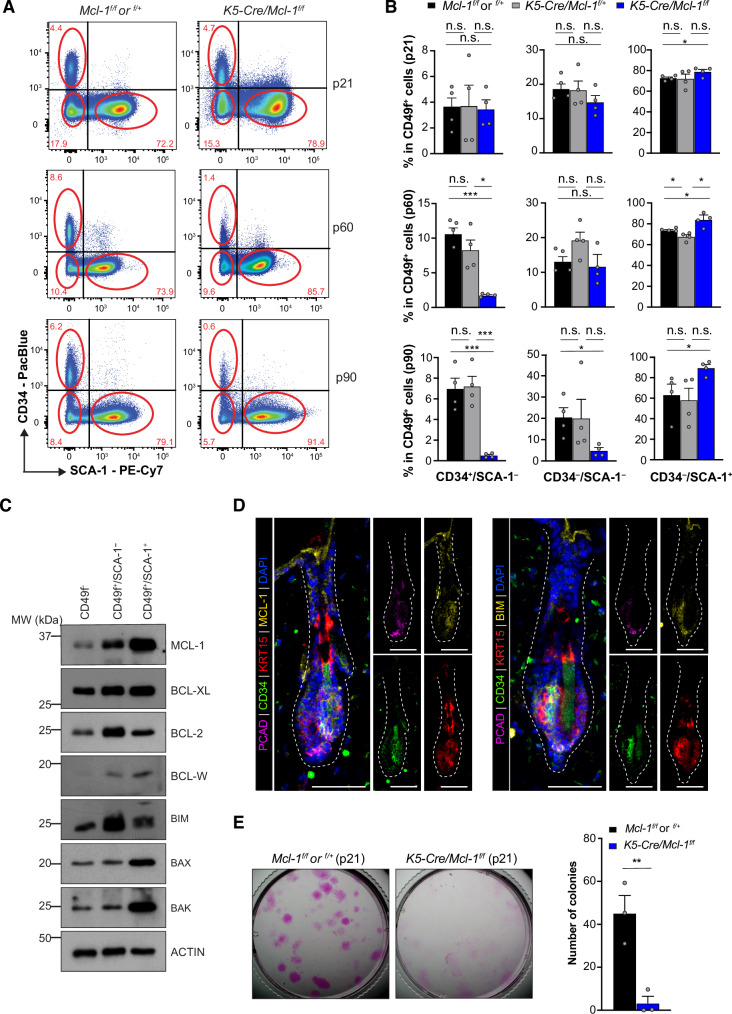
The maintenance of adult CD34^+^ HF bulge stem cells is dependent on MCL‑1. **A**, **B** Deletion of *Mcl‑1* resulted in the gradual reduction of the CD34^+^ HF bulge cell subset. Representative FACS plots for skin epithelial cells fractionated based on CD34 and SCA‑1 expression from *K5‑Cre/Mcl‑1*^*f/f*^ mice or littermate control mice at p21, p60 and p90 (*n* = 4) (**A**). Bar graphs showing the percentages of the indicated cell sub‑populations within the CD49f^+^ epithelium isolated from the dorsal skin of *K5‑Cre/Mcl‑1*^*f/f*^, *K5‑Cre/Mcl‑1*^*f+*^, *Mcl‑1*^*f/f*^ or *Mcl‑1*^*f/+*^ mice at p21, p60 and p90. Data are presented as mean ± SEM (*n* = 4 mice for each genotype). *p < 0.05; **p < 0.01; ***p < 0.001; n.s., non‑significant; Student’s *t*‑test (**B**). **C** Western blot analysis of the indicated BCL‑2 family members in the CD49f^–^ (non‑epithelial cells), CD49f^+^/SCA‑1^–^ (HFs), CD49f^+^/SCA‑1^+^ IFE populations of HFs at telogen (p60). Data shown are representative of *n* = 4 independent experiments. **D** Representative confocal images showing the expression of MCL‑1 and BIM protein in HF stem cells marked by CD34^+^ and KRT15^+^ in hair bulges at telogen phase (p60). Representative of *n* = 3 experiments. Scale bar, 50 µm. Hair matrix containing TACs is stained by PCAD, and DAPI is used as a nuclear counterstain in each image. **E** In vitro clonogenic assay of the CD34^+^ HF bulge stem cells. 100 Lin^–^/CD49f^+^/CD34^+^/SCA‑1^–^ cellsisolated from the skin of *K5‑Cre/Mcl‑1*^*f/f*^ mice and littermate control mice at p21 were grown on 3T3 feeder cells for 14 days. Bar graphs show the numbers of colony‑forming cells among the seeded CD34^+^ HF bulge cells. Data are presented as mean ± SEM for *n* = 3 independent experiments. **p < 0.01; Student’s *t*‑test.

Western blot analysis of FACS‑sorted HF and IFE cells at telogen revealed higher expression of pro‑survival BCL‑2 family proteins in HF and IFE (Lin^–^/CD49f^+^/SCA‑1^–^ and Lin^–^/CD49f^+^/SCA‑1^+^ respectively) compared to non‑HF epidermal cells (Lin^–^/CD49f^–^) (Fig. 3C). This is in line with the FACS analysis of hCD4 expression as an indicator *Mcl‑1* promoter activity and qPCR analysis of *Mcl‑1* mRNA (Fig. 2C, D). Confocal imaging analyses confirmed the expression of MCL‑1 and BIM in the HFSCs marked as CD34^+^ and KRT15 (K15^+^) (Fig. 3D). While the establishment of quiescent CD34^+^ HFSCs was not affected in young *K5‑Cre/Mcl‑1*^*f/f*^ mice at p21(Fig. 3A, B), we found that the ex vivo clonogenic capacity of these cells was significantly reduced compared to controls (Fig. 3E). This demonstrates that MCL‑1 is essential for HFSCs to proliferate and form colonies under the in vitro culture condition tested.

### Acute deletion of *Mcl‑1* in adult skin epithelium abrogates hair regeneration

In the *K5‑Cre/Mcl‑1*^*f/f*^ model, *Mcl‑1* is constitutively deleted from embryonic stages of HF morphogenesis. To investigate MCL‑1 function postnatally, we utilized the *K5‑Cre*^*ER*^ line, allowing temporal tamoxifen‑inducible *Mcl‑1* deletion (Fig. S1F). *Mcl‑1* deletion was induced at the second telogen (p55), and hair loss was monitored. Consistent with the constitutive *K5‑Cre/Mcl‑1*^*f/f*^ model, tamoxifen‑induced *Mcl‑1* deletion resulted in gradual hair loss, leading to the complete loss of HFs by 3 months (Fig. S3A). We then evaluated hair regeneration following depilation with *Mcl‑1* deletion induced at the second telogen (Fig. 4A). While control mice fully regrew their hair within 4 weeks post‑depilation (wpd), *K5‑Cre*^*ER*^*/Mcl‑1*^*f/f*^ mice exhibited no hair regrowth within the depilated area, and gradual hair loss extended to non‑depilated regions (Fig. 4B). When *Mcl‑1* was deleted later (p84), after murine HFs exit the synchronized hair cycle, hair regeneration defects were also observed (Fig. S3B). H&E staining confirmed HF regeneration defect by 9 days post depilation (dpd), with complete HF loss by 11 weeks (Figs. 4C, S3C), highlighting the critical role of MCL‑1 in initiating hair regrowth in adult mice.

**Fig. 4:**
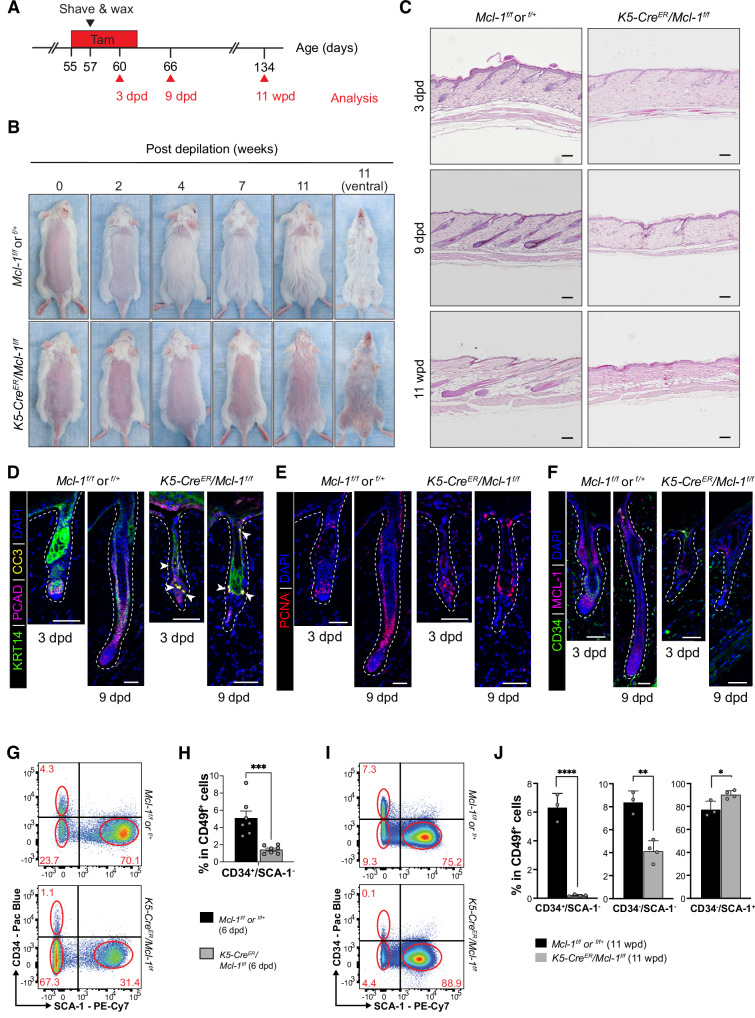
Acute deletion of *Mcl‑1* in the skin epithelium abrogates hair regeneration in adulthood. **A** Experimental strategy for hair regeneration assay in adult *K5‑Cre*^*ER*^*/Mcl‑1*^*f/f*^ mice. Deletion of *Mcl‑1* was induced through administration of a tamoxifen containing diet between p55‑p62. A portion of the dorsal skin was shaved and waxed to induce hair regeneration. Skin samples were harvested at the indicated timepoints and analyzed. **B** Representative images of mice taken at 0, 2, 4, 7, 11 wpd. *n* = 8–10 mice per genotype for each timepoint. **C** Representative H&E‑stained histological sections of dorsal skin harvested at 3 dpd, 9 dpd and 11 wpd. *n* = 6–8 mice per genotype for each timepoint. Scale bars, 100 µm. **D**–**F** Confocal microscopy analysis of HFs from *K5‑Cre*^*ER*^*/Mcl‑1*^*f/f*^ mice and littermate control mice at 3 dpd and 9 dpd. Representative confocal images depicting increased apoptosis indicated by CC3^+^ cells (**D**), proliferative cells as marked by PCNA staining (**E**), and the loss of CD34^+^ HFSC post‑depilation (**F**) in *Mcl‑1* deficient mice. *n* = 6–8 mice per genotype. Scale bars, 50 µm. Basal skin layer is stained by KRT14, hair matrix containing TACs is stained with PCAD and DAPI is used as a nuclear counterstain in each image in (**D**–**F**). **G**–**J** FACS analysis of dorsal skin epithelial cells at 6 dpd (**G**, **H**) and 11 wpd (**I**, **J**), fractionated by CD34 and SCA‑1 expression. **H**, **J** Bar graphs show percentages of each cell sub‑population within CD49f^+^ epithelium, mean ± SEM (*n* = 7 mice for 6 dpd; *n* = 3 for 11 wpd per genotype). ****p < 0.0001; **p < 0.01; *p < 0.05, Student’s *t*‑test.

To explore the mechanisms underlying these defects, we performed immunofluorescent staining for CC3 and PCNA. *Mcl‑1* deletion led to marked apoptosis (CC3^+^) at 3 and 9 dpd, with reduced PCAD^+^ cell population at 3, 6, and 9 dpd (Figs. 4D, S3C, S4A). PCNA staining indicated no significant changes in proliferation (Figs. 4E, S5E), suggesting that apoptosis, rather than a proliferation defect, is responsible for the impaired HF regeneration. Importantly, *Mcl‑1* deletion caused a marked reduction in CD34^+^ HFSCs as early as 3 dpd, with further depletion at 9 dpd (Figs. 4F, S4B). Other HFSC markers, including KRT15^41^, SOX9^42^, and LHX2^43^, were also significantly reduced in *Mcl‑1*‑deficient HFs compared to controls (Fig. S4C–E), while LRIG1^44^, a marker of IFE stem cells, remained comparable (Fig. S4F). Flow cytometry confirmed a significant reduction in CD34^+^ HFSCs by 6 dpd, and these cells were nearly absent by 11 wpd (Fig. 4G–J). We next examined whether MCL‑1 is necessary for the short‑term survival of quiescent HFs. Tamoxifen‑induced *Mcl‑1* deletion at around p55 without depilation revealed no significant impact on quiescent HFs including HFSCs, as shown by histological confocal analyses and flow cytometry analysis (Fig. S3D–G). These findings demonstrate that MCL‑1 is an essential pro‑survival protein for activated HFSCs during early hair regeneration in adult mice.

As MCL‑1 is also expressed in the IFE (Figs. 1A, 2C, D, 3C), we assessed whether acute deletion of *Mcl‑1* affected skin stratification, barrier function, and overall integrity. TransEpidermal Water Loss (TEWL) measurement showed no significant differences post depilation, and markers of stratification (CLAUDIN‑1 and KRT10) and barrier integrity (PLECTIN, DESMOPLAKIN, E‑CADHERIN, LORICRIN, and FILLAGRIN) were all unchanged between *K5‑Cre*^*ER*^*/Mcl‑1*^*f/f*^ and control littermates (Fig. S5A–D), suggesting that other pro‑survival BCL‑2 family proteins likely compensate for the loss of *Mcl‑1* in the IFE. Additionally, inflammation was not observed, with comparable levels of CD4^**+**^ and CD8^**+**^ T cells, and F4/80^+^ macrophages across genotypes (Figs. 4C, S5F).

HFSCs rapidly lose their basal markers (e.g., K5 and K14) upon activation and differentiation into TACs to drive HF regeneration^45^. We explored whether *Mcl‑1* deletion in other skin epithelial cells expressing basal cell markers, including IFE cells, results in HF defects after HFSCs have been activated and committed to TACs. *Mcl‑1* deletion was induced after HFSC activation in *K5‑Cre*^*ER*^*/Mcl‑1*^*f/f*^ mice by administrating tamoxifen‑containing diet at 3 dpd. Hair regeneration was not impaired under this condition (Fig. S4G), indicating that the loss of *Mcl‑1* disrupts HF regeneration only when it is deleted before HFSCs commit to more differentiated lineages. Confocal imaging confirmed efficient deletion of *Mcl‑1* in the IFE and ORS of HF (Fig. S4H–J) while the integrity and structure of IFE were maintained, and CC3 activation was not detected (Fig. S4K).

The HFSC compartment is heterogenous and *Lgr5* expression has been shown to mark a subset of HFSCs^46^. We generated an tamoxifen‑inducible knockout model, *Lgr5‑Cre*^*ER*^*/Mcl‑1*^*f/f*^/tdTomato (Fig. S1F, H), to specifically assess the role of MCL‑1 in the *Lgr5*^*+*^ HFSC subpopulation during adult hair regeneration^47^. To achieve maximum deletion of *Mcl‑1* in this model, mice were placed on tamoxifen‑containing diet from –2 days to 15 dpd (Fig. S6A). Under this experimental condition, approximately 30% of CD34^+^ cells and ~5% of non‑defined HF cells expressed tdTomato and hCD4 (a surrogate of *Mcl‑1* deletion), with no recombination in SCA‑1^+^ IFE cells (Fig. S6B). Histological analysis revealed no differences in hair regeneration between *Lgr5‑Cre*^*ER*^*/Mcl*_*‑*_*1*^*f/f*^ and *Mcl‑1*^*f/f*^ controls (Fig. S6C). Confocal imaging analysis indicates that RFP^+^ cells are mainly localized at the lower bulge and proliferative ORS cells, but not at the matrix which contains TACs. Additionally, deletion of both *Mcl‑1* alleles did not affect the distribution patterns and number of RFP^+^ cells in HFs (Fig. S6D). Cleaved caspase‑3 staining was not detected when *Mcl‑1* was deleted in *Lgr5*‑expressing cells (Fig. S6D). Consistent with the FACS data, only a subset of CD34^+^ expressed RFP, suggesting that *Mcl‑1* deletion occurred in a limited fraction of the HFSC population (Fig. S6E). The deletion of *Mcl‑1* in the cells of bulge and ORS was further confirmed by MCL‑1 and hCD4 staining (Fig. S6F, G). Collectively, these results indicate that MCL‑1 is dispensable for the function and cell fate of *Lgr5*^*+*^ HFSCs during adult hair regeneration induced by depilation.

### Analysis of the adult HF regeneration dynamics by single‑cell RNA‑seq

As the acute deletion of *Mcl‑1* dramatically reduced the CD34^+^ HFSC population only upon HF activation, we focused on the molecular and cellular dynamics of adult HF regeneration induced by hair depilation. To explore the full repertoire of cell types and their gene expression profiles at various stages of adult HF regeneration, we isolated cells from the dorsal skin of two mice at different time points (0 h, 4 h, 6 h, 2 d, 4 d and 6 d post depilation) and performed single‑RNA (scRNA)‑seq profiling. 

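Cells from the dorsal skin of 2 mice per time point were mixed in equal numbers before capture, so each of the 6 time points is 1 library made with the 10x Genomics Chromium system, and the mice of a library cannot be told apart. The results text gives 6 h as a time point where the legend of Fig. 5A, the methods and the sample labels give 16 h, and this library is called 16 h. The authors deposited the filtered matrices of Cell Ranger, which hold raw UMI counts per gene for each barcode called as a cell, without normalization. The genome build is not stated, so no gene positions are given. The libraries held 73894299 UMIs at 0 h, 72634390 at 4 h, 112370376 at 16 h, 99686327 at 2 d, 95678280 at 4 d and 88632160 at 6 d. The median barcode had 8430, 8390, 10351, 6962, 5858 and 6787 UMIs at these times. Cells were filtered, cleared of predicted doublets, integrated with Seurat and clustered, and each cluster was given one of the paper's names from marker genes, so a cell type of that name can differ from the study's own cluster. For each cell type, counts were summed over its cells in each library, since cells of 1 library are not replicates, and a gene's level is given as CPM, its UMIs scaled to the total of the sum. There are no replicates within a time point, so intervals on shares of cells are exact Clopper-Pearson 95% intervals and those on CPM are exact Poisson 95% intervals. Both cover counting error only and not the difference between mice. Outside hair germ cells, the CPM that 0 UMIs allow is taken as 3 UMIs over the total of the sum, and not as the exact limit.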

Transcriptomes of 48,777 valid single cells in six dorsal skin samples were integrated and clustered and then cell types were annotated based on known markers from previous studies^48,49^. 

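Of the 61031 deposited barcodes, 55177 passed the limits on detected genes and mitochondrial UMIs, and 50502 remained after 4675 predicted doublets were removed. The number of cells analysed was 6520 at 0 h, 7175 at 4 h, 8063 at 16 h, 8650 at 2 d, 11032 at 4 d and 9062 at 6 d. Doublets were the cells with the highest Scrublet scores in each library, up to the rate expected from the number of its barcodes. Clustering of the cells gave 14 clusters.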

The analysis identified 11 cell clusters including: 1. dermal papilla (DP) and fibroblast; 2. upper HF basal cells (uHF.B); 3. upper HF suprabasal cells (uHF.SB); 4. T cells; 5. Langerhans; 6. Melanocytes; 7. sebaceous glands (SG); 8. outer bulge cells (OB); 9. interfollicular epidermal basal cells (IFE.B); 10. interfollicular epidermal suprabasal cells (IFE.SB); 11. 

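By their markers, 4 of the larger clusters were interfollicular epidermal basal cells with 16744 cells, OB with 6562, uHF.B with 6009 and uHF.SB with 4860. IFE.SB cells formed a pair of clusters with 7688 cells, the larger of 6234. Smaller clusters held 2715 T cells in a pair of clusters, 1905 SG cells, 804 Langerhans cells, 579 melanocytes and 203 DP and fibroblast cells. Clusters named for the inner root sheath subsets IRS3 and IRS1 held 2161 and 272 cells. The IRS3 cluster is mixed at this step, as the OB2 markers Dclk1, Sncg and Gpc6 were also among its 10 leading genes and it held 110 cells at 0 h, 109 at 4 h and 194 at 16 h. The basal interfollicular cluster had 1 of its own markers and 2 uHF.B markers among its 10 leading genes, so it is called IFE cluster 0 from here on.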

Other–a small subset yet to be defined (Fig. S7A, B). 

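A cell was called cycling when it had at least 2 UMIs of 10 cycling markers (Mki67, Top2a, Cenpf, Hmgb2, Ube2c, Cenpa, Prc1, Birc5, Tpx2 and Nusap1) after it was thinned at random to 2000 UMIs, so that deeper cells were not called more often. Cells with fewer UMIs were left out of these shares. The markers were kept out of the clustering.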

The OB and uHF.B cells could be further divided into cycling and non‑cycling subpopulations. 

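Among uHF.B cells, the share of cycling cells was 23.1% at 0 h (95% interval 20.4 to 25.9) and 7.13% at 4 h (5.27 to 9.40). It was 44.0% at 16 h (40.8 to 47.3), 39.4% at 2 d (36.4 to 42.5), 41.2% at 4 d (38.5 to 44.0) and 44.4% at 6 d (41.6 to 47.1). Without thinning, the shares were 64.0%, 27.2%, 82.9%, 65.7%, 64.4% and 71.3% in the same order, with median depths of 7342, 7019.5, 10780, 6801, 6051 and 7238 UMIs per cell. T cells also cycle and so give no background share.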

The cycling_uHF.B population was present across the six different time points. However, the number of cycling_OB cells markedly increased from 2 dpd, peaking at 4 dpd (Fig. S7C, D). 

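Among OB cells, taken as the OB1, OB2 and OB3 clusters together, 39 of 466 cells (8.37%, 95% interval 6.02 to 11.3) were cycling at 0 h, 14 of 620 (2.26%, 1.24 to 3.76) at 4 h and 82 of 766 (10.7%, 8.60 to 13.1) at 16 h. The share was 31.0% at 2 d (27.1 to 35.1, 165 of 533 cells), 44.8% at 4 d (42.6 to 47.0, 901 of 2012) and 22.4% at 6 d (20.4 to 24.5, 366 of 1635). Without thinning, the shares were 33.1%, 9.61%, 37.7%, 50.4%, 64.7% and 43.3%, with median depths of 5234, 4404, 6500, 5302, 5522 and 4909 UMIs per cell. The value at 4 h bounds what free RNA adds to these calls in that library. In percentage points, a limit of at least 1 UMI in place of 2 moved the share most, to 35.4% at 0 h and 65.6% at 4 d, except at 16 h, where leaving out the thinning did, and a limit of at least 4 UMIs gave 0.215% at 0 h and 0% at 4 h. At a doubled clustering resolution, where fewer cells were named OB1, the share was 16.5% at 2 d and 27.7% at 4 d.

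**Figure D1:**
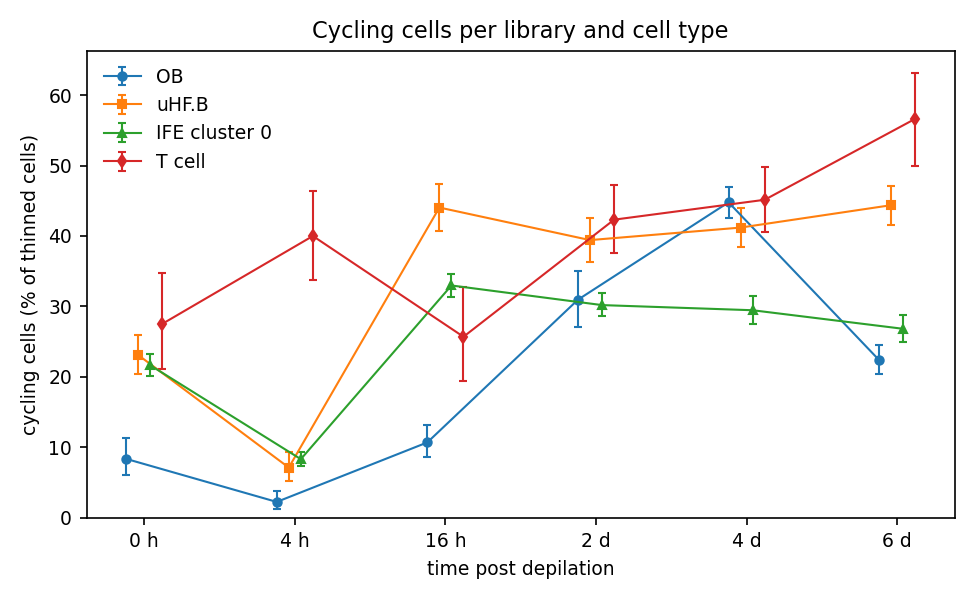
Percent of cells called cycling among cells thinned to 2000 UMIs, by time post depilation, in OB cells, uHF.B cells, IFE cluster 0 and T cells. Bars on the points are exact binomial 95% intervals, with 1 library per time point, and the OB cells lie at 2.26% at 4 h and 44.8% at 4 d.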

Analysis of differentially expressed (DE) genes in each cluster across the six time points of HF regeneration revealed approximately 800 and 500 DE genes in OB and melanocytes, respectively, while only a limited number of DE genes were identified in the remaining cell clusters (Fig. S7E).

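Changes over the time course were tested for each cell type on its 6 sums with edgeR's quasi-likelihood test of a natural cubic spline of hours with 3 degrees of freedom, with genes called at a Benjamini-Hochberg false discovery rate (FDR) of 0.05. The spread in this test is what the curve leaves over between libraries. In OB cells, 1 of 11530 genes were called. It was Col14a1, with 0.329 CPM at 4 h, 182 at 4 d and 52.9 at 6 d (adjusted p 0.047 from edgeR). In melanocytes, 186 of 4320 genes were called, 86 higher and 100 lower with time, from sums of 31 cells at 0 h, 87 at 4 h, 77 at 16 h, 50 at 2 d, 270 at 4 d and 64 at 6 d. Among the other cell types, 0 of 11690 genes were called in uHF.B cells (223 at an unadjusted p under 0.05), 0 of 11565 in uHF.SB cells (463), 0 of 12938 in IFE cluster 0 (83) and 0 of 12466 in IFE.SB cells (381). In T cells, 4 of 7787 genes were called (Pclaf, Rrm2, Ifi27l2a and Hist1h2ae), and in Langerhans cells 4 of 6228 (Cenpf, Ube2c, Pclaf and the uHF.SB marker Cst6), all higher with time. The genes of these cell types are named because they are few and were chosen after their values were seen. Leaving out 1 library gave between 86 (without 16 h) and 1623 (without 0 h) genes in OB cells, 0 (without 16 h) and 359 (without 4 h) in melanocytes, 0 and 74 (without 0 h) in uHF.B, 8 (without 4 h) and 412 (without 0 h) in uHF.SB, 0 and 9 (without 0 h) in IFE cluster 0, 0 (without 4 d) and 460 (without 4 h) in IFE.SB, 33 (without 16 h) and 654 (without 0 h) in T cells and 9 (without 4 d) and 176 (without 0 h) in Langerhans cells. The time scale moved the OB count most among the settings with 6 libraries: with log2(hours + 1) in place of hours, 1650 OB genes and 478 melanocyte genes were called, and with the rank of the time point 783 and 467.

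**Figure D2:**
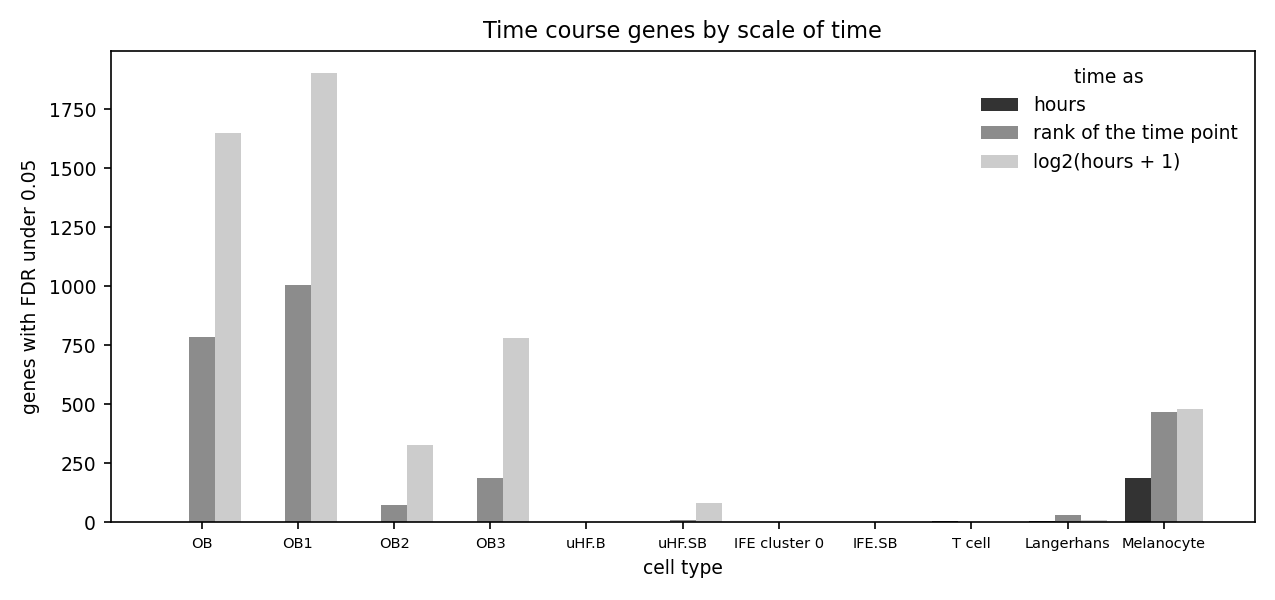
Number of genes called at an FDR of 0.05 over the time course in each cell type, with time entered in the spline as hours, as the rank of the time point or as log2(hours + 1). On the scale of hours OB cells have 1 gene and melanocytes 186.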

### Enrichment of the P53 and DNA mismatch repair signaling in activated HFSCs

To further define HF cell lineages, we focused on HF cells across different time points and re‑clustered them (Fig. 5A, B). This analysis identified eleven distinct clusters within the 18,956 HF cells, each expressing specific markers and defined by unique gene expression signatures (Figs. 5C, S8A). 

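The HF cells taken forward, those of the OB, uHF.B, uHF.SB, IRS1 and IRS3 clusters, were 19864 cells, and clustering them gave 13 clusters. By their markers, these held 6098 uHF.B cells, 4652 uHF.SB, 4485 OB1, 1143 IRS3, 1081 IRS2, 941 OB2, 831 OB3, 364 inner bulge (IB) and 269 IRS1 cells. The uHF.B cells came from 3 clusters and the OB1 and uHF.SB cells from 2 each, and the smallest uHF.B cluster, of 122 cells, was led by interferon response genes such as Cxcl10. Cycling cells did not form clusters of their own, since genes of the cell cycle were kept out of the clustering. The borders between the clusters moved with the random seed of the clustering: over 20 seeds, all with OB1, OB2 and OB3 clusters, OB1 held between 1779 and 4614 cells and OB3 between 572 and 956. At the halved resolution, the value the paper gives, OB3 formed a cluster with 13 of 20 seeds.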

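The OB1 cluster held 310 cells at 0 h, 497 at 4 h, 507 at 16 h, 316 at 2 d, 1687 at 4 d and 1168 at 6 d. Of the clusters joined under this name, that led by Krt24, S100a4 and Cd34 held 256, 167, 186, 66, 133 and 270 cells in the same order. That led by Gnmt, Lgals1 and Edn2 held 54, 330, 321, 250, 1554 and 898. A change over time in the OB1 sums can therefore also be a change in this mix. The OB2 cluster held 91, 107, 180, 142, 202 and 219 cells at these times, and the OB3 cluster 71, 62, 87, 94, 225 and 292. In this clustering of HF cells, those with IRS markers had 0 cells at 0 h, 4 h and 16 h, which allows exact upper limits of 0.206%, 0.217% and 0.153% of HF cells. At 2 d, the IRS3 cluster had 64 cells (2.51% of HF cells, 95% interval 1.94 to 3.19), the IRS2 cluster 10 and the IRS1 cluster 1. At 4 d, the IRS2 cluster made up 14.0% of HF cells (13.2 to 14.9), IRS3 10.4% (9.71 to 11.2) and IRS1 3.33% (2.91 to 3.79). At 6 d the shares were 2.97%, 8.10% and 0.983%. The early IRS2 cells rest on where the clustering parts IRS2 from OB1: over the 20 seeds, the IRS2 cluster held between 0 and 32 cells at 0 h, 10 and 149 at 2 d and 640 and 1719 at 4 d. The IRS3 cluster held between 0 and 47 cells at 0 h and 62 and 299 at 2 d, the larger numbers with 1 seed, and an IRS1 cluster was named with 15 of 20 seeds, so the exact limits hold for the clustering used and do not cover the seed.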

Notably, OB cells were further sub‑clustered into three subsets (OB1/OB2/OB3; Fig. 5A–C), and three IRS clusters emerged at 4 dpd (Fig. 5D). Interestingly, the OB1 subset, comprising both cycling and non‑cycling OB1 cells, showed the highest number of differentially expressed (DE) genes during the time course of HF regeneration (Fig. 5D, E). 

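In OB1 cells, 1 of 10995 genes were called over the time course on the scale of hours, with 1138 genes at an unadjusted p under 0.05. It was Col14a1, with a linear trend of 7.93 as a log2 change from 0 h to 6 d (adjusted p 0.0442 from edgeR) and a call in each of the 6 fits that left out 1 library. It was not called on the log2(hours + 1) scale (adjusted p 0.0502 from edgeR), and 0 genes were called with a linear trend alone, without the robust option, with the same number of cells from every library, with at least 10 counts in every library or at the halved clustering resolution. Its level was 1.12 CPM at 0 h, 11.9 at 2 d, 209 at 4 d and 73.6 at 6 d, and it was among the variable genes used for clustering. The count was 0 of 6765 in OB2 cells, with 207 genes at an unadjusted p under 0.05, and 1 of 6918 in OB3 cells, with 268. The OB3 gene is Hist1h2ap, named after its values were seen, with 354 CPM at 6 d against 5.54 at 0 h. With log2(hours + 1) as the time scale, 1902 genes were called in OB1, 781 in OB3, 327 in OB2, 82 in uHF.SB and 3 in uHF.B cells. With the rank of the time point, the numbers were 1005 in OB1, 186 in OB3, 73 in OB2, 8 in uHF.SB and 0 in uHF.B cells. Leaving out the 0 h library on the scale of hours gave 2270 genes in OB1 and the 4 h library 1051, and leaving out each other library between 22 and 237, while OB2 had between 8 (without 16 h) and 411 (without 0 h) and OB3 between 30 (without 16 h) and 515 (without 0 h). Over 20 clustering seeds, the OB1 count was between 0 and 2 on the scale of hours and between 1231 and 1953 on the log2(hours + 1) scale. The OB1 sums held between 1787463 UMIs at 0 h and 11305629 at 4 d, those of OB2 between 404062 and 1061162, and those of OB3 between 294516 and 1585559. Of the 1902 genes, 547 were among the variable genes used for clustering.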

A heat map of the top 100 DE genes revealed significant transcriptional changes from 2 dpd onwards (Fig. S8B), with rapid upregulation of genes such as *Cgref1*, *Ets1*, *Rin1*, *Krt90*, and *Krt8* post depilation, followed by a return to baseline.

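Cgref1 (ENSMUSG00000029161) had 0.559 CPM in OB1 cells at 0 h, 114 CPM at 4 h (95% interval 101 to 129), 28.7 CPM at 16 h and at most 1.64 CPM from 2 d on. Ets1 (ENSMUSG00000032035) had 1.12 CPM at 0 h, 41.9 at 4 h (33.9 to 51.2), 36.3 at 16 h (30.5 to 42.9), 6.68 at 2 d, 2.48 at 4 d and 12.2 at 6 d. Rin1 (ENSMUSG00000024883) rose from 3.92 CPM at 0 h to 32.7 at 4 h (25.7 to 41.0) and 27.4 at 16 h (22.4 to 33.2), and had 4.08 CPM at 2 d, 2.12 at 4 d and 2.38 at 6 d. Krt90 (ENSMUSG00000048699) was detected at 4 h with 7.85 CPM (4.65 to 12.4) and at 16 h with 22.4 CPM (17.9 to 27.7). It had 0 UMIs in the other libraries, which allows up to 1.68 CPM at 0 h and 1.11 at 2 d. Krt8 (ENSMUSG00000049382) had 2.24 CPM at 0 h, 41.0 at 4 h (33.1 to 50.2), 117 at 16 h (106 to 128), 2.23 at 2 d, 6.90 at 4 d and 8.94 at 6 d. In T cells of the 4 h and 16 h libraries, Krt90 and Krt8 had 0 UMIs, and Cgref1 and Rin1 at most 5.67 CPM, while Ets1 is expressed there, with 643 CPM at 4 h. None of these 5 genes was called on the scale of hours, where adjusted p from edgeR's test was 0.247 for Cgref1, 0.597 for Ets1, 0.295 for Rin1, 0.0767 for Krt90 and 0.677 for Krt8. On the log2(hours + 1) scale all but Krt8 were called, and on the rank scale all 5. With 1 library left out on the scale of hours, all but Krt8 were called without 0 h, all but Ets1 without 2 d, Rin1 without 4 h and Krt90 without 4 d. The direction of the linear trend turned with the scale for Ets1, from -2.13 on hours to 0.91, and for Krt90, from -10.75 to 7.19.

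**Figure D3:**
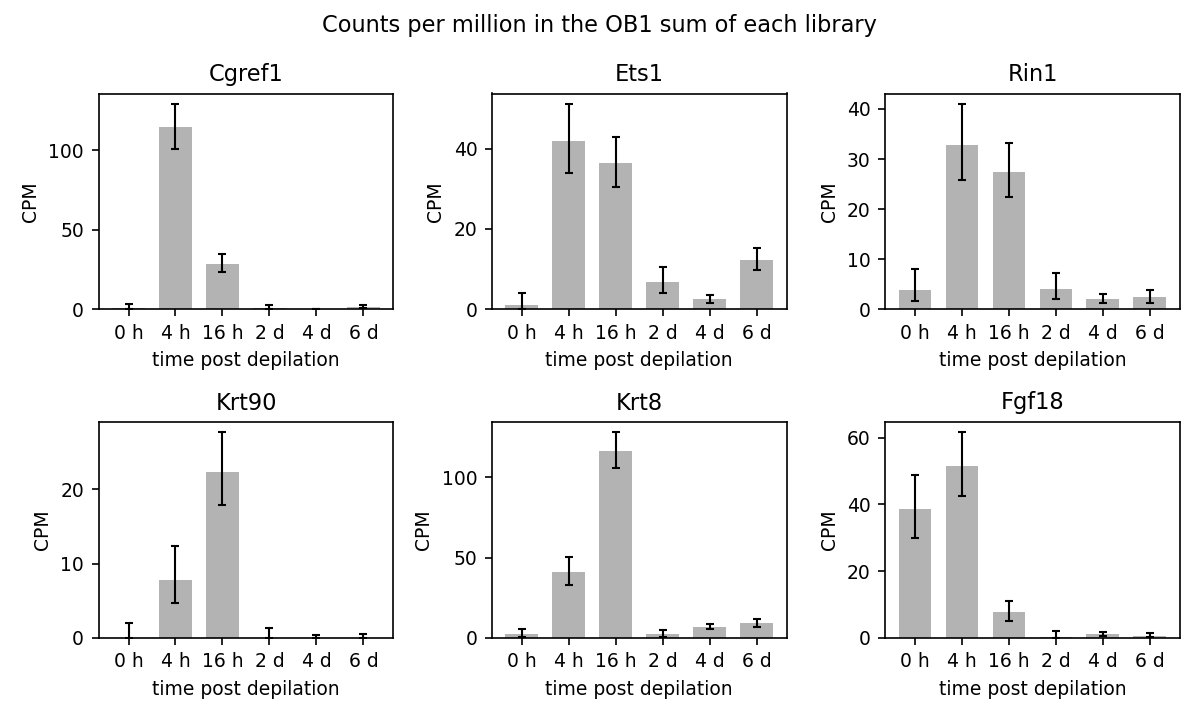
CPM of Cgref1, Ets1, Rin1, Krt90, Krt8 and Fgf18 in the OB1 cells of each library, by time post depilation. Bars on the columns are exact Poisson 95% intervals on 1 library per time point, and Cgref1 is highest at 4 h with 114 CPM and Krt8 at 16 h with 117 CPM.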

**Fig. 5:**
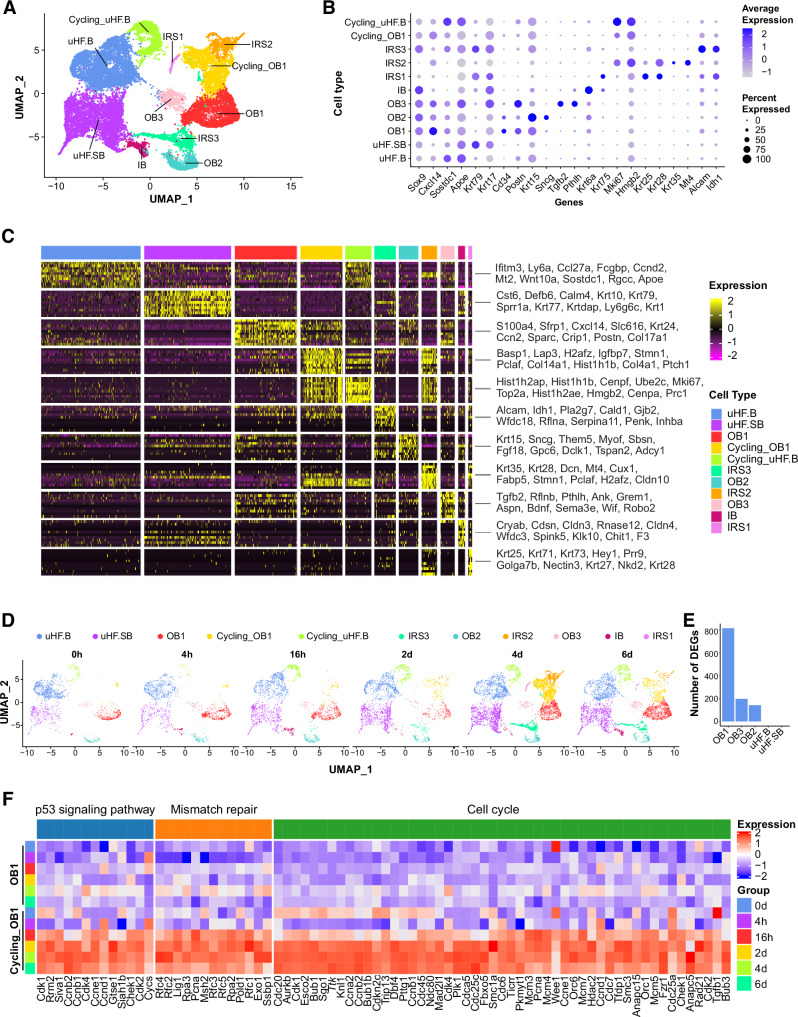
Single‑cell transcriptome atlas of HF cells from murine dorsal skin at early depilation‑induced anagen. **A** UMAP representation of all HF cells in the murine dorsal skin across six time points at the early anagen stages of hair regeneration after depilation, colored according to the main cell classes. The plot was generated by integration of 1732, 1627, 2342, 2500, 6322 and 4433 cells for 0 h, 4 h, 16 h, 2 d, 4 d and 6 d post‑depilation, respectively. **B** Dot plot of marker genes used for annotation of cell clusters in (A). The colour scales correspond to the averaged expression levels. The dot size corresponds to the ratio of cells expressing the gene in the cell type. **C** Heatmap of top 10 marker genes for each cell cluster in (A). **D** UMAP visualization of HF cells in each time point post‑depilation as indicated. **E** Number of differentially expressed (DE) genes for each cell type during hair regeneration along the time course. **F** A heatmap showing the upregulated and downregulated DE genes in the p53 signaling, mismatch repair and cell cycle pathways in cells from the OB1 and cycling_OB1 clusters over the course of hair regeneration.

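The HF cells taken forward numbered 1793 at 0 h, 1700 at 4 h, 2407 at 16 h, 2551 at 2 d, 6633 at 4 d and 4780 at 6 d. They made up 27.5%, 23.7%, 29.9%, 29.5%, 60.1% and 52.7% of the analysed cells at these times.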

Interestingly, *Fgf18*, known to be downregulated during HF regeneration^50–52^, was expressed in both OB1 and OB2 subsets, with a specific decrease in OB1 cells. 

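Fgf18 (ENSMUSG00000057967) had 38.6 CPM in OB1 cells at 0 h (95% interval 30.0 to 48.9), 51.5 at 4 h (42.6 to 61.7), 7.64 at 16 h (5.11 to 11.0), 0.371 at 2 d, 1.06 at 4 d and 0.596 at 6 d. In OB2 cells it had 418 CPM at 0 h (358 to 486), 280.2 at 4 h, 173 at 16 h, 90.6 at 2 d, 166 at 4 d and 35.8 at 6 d (25.3 to 49.2). Among cells thinned to the same depth, the share with a UMI of Fgf18 fell from 4.85% (2.74 to 7.88) to 0.176% (0.0213 to 0.633) in OB1 cells and from 42.0% (31.6 to 53.0) to 5.19% (2.62 to 9.09) in OB2 cells between 0 h and 6 d, and was at most 0.559% in T cells. Without thinning, the OB1 shares were 16.1% at 0 h and 0.257% at 6 d and the OB2 shares 68.1% and 9.13%. The median depth was 5652 and 5104 UMIs in OB1 cells, 4189 and 4294 in OB2 cells and 2692 and 2522 in T cells at 0 h and 6 d. The adjusted p over the time course from edgeR was 0.0596 in OB1 and 0.576 in OB2 cells, with linear trends of -6.38 and -2.76 on the log2 scale from 0 h to 6 d. In OB1 cells the gene was called on the log2(hours + 1) and rank scales and in each of the fits that left out 1 library. Whether the trends of the 2 cell types differ was not tested.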

The Hedgehog pathway, which includes both *Gli1* and *Shh*, plays a critical role in initiating HF regeneration^45,53^. 

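Gli1 (ENSMUSG00000025407) was detected in 1.94% of thinned OB1 cells at 0 h (6 of 309 cells, 95% interval 0.716 to 4.18), 0.44% at 4 h, 2.79% at 16 h (1.53 to 4.63), 6.35% at 2 d (3.92 to 9.64), 12.0% at 4 d (10.4 to 13.6) and 7.81% at 6 d (6.32 to 9.53). Without thinning, the shares were 3.55%, 0.805%, 6.31%, 24.7%, 32.0% and 19.9%. In T cells, with medians of 2020.5 to 2692 UMIs per cell against 4469 to 7022 in OB1 cells, at most 0.648% of thinned cells had a UMI of Gli1. Its CPM in OB1 cells was 6.15 at 0 h, 39.3 at 2 d, 62.5 at 4 d and 41.8 at 6 d, with an adjusted p over the time course of 0.128 from edgeR, and the gene was called on the log2(hours + 1) and rank scales and without the 0 h, 4 h or 2 d library. OB3 cells had 30.5 CPM of Gli1 at 0 h and 51.4 at 4 d, and IRS2 cells 39.2 at 4 d. Shh (ENSMUSG00000002633) had 19 UMIs in the 10 IRS2 cells of 2 d, 138 CPM (83.2 to 216), and 30.8 CPM at 4 d (27.4 to 34.6) and 65.4 at 6 d (52.3 to 80.7). In the OB1 cluster it had 37 UMIs at 2 d, 13.7 CPM (9.67 to 18.9), with a UMI in 14 of 316 cells, and at most 1.05 CPM in each other library. How many 2 d cells are placed in IRS2 and in OB1 changed with the clustering seed, as given for the IRS clusters. T cells had 0 UMIs of Shh in all 6 libraries, which allows up to 1.67 CPM at 2 d, and the remaining HF cell types at most 0.266 CPM.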

In our analysis, the number of *Gli1*^+^ cells within the OB1 subset increased, while *Shh* expression was exclusively activated in the IRS2 subset starting at 2 dpd (Fig. S8C). 

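Because 1 OB1 gene was called on the scale of hours, gene lists were tested over all genes on the linear trend of the OB1 fit with camera of limma, at a preset correlation of 0.01 between genes, two-sided, with adjustment over 14 lists. The lists were written from knowledge of KEGG pathways and are not the study's own. The median trend, as a log2 change from 0 h to 6 d, was 1.14 for 72 cell cycle genes (64 higher, adjusted p 2.11e-21 from camera of limma), 1.52 for 35 DNA replication genes (31 higher, 3.27e-11) and 1.00 for 22 mismatch repair genes (19 higher, 4.07e-05). P53 signaling was split, since some of its members are cell cycle genes. Mismatch repair was not split, though most of its members are also on the DNA replication list. The 15 cell cycle members had a median of 2.47 (15 higher, 1.55e-11), the 50 other members -0.03 (25 higher, 0.711) and 27 direct P53 target genes -0.15 (10 higher, 0.125). The spliceosome list had a median of 0.17 (adjusted p 0.162) and the proteasome list -0.09 (0.609). Of the 8 lists called, 0 were called with fry or with a correlation estimated from the data. Among non-cycling OB1 cells alone, a comparison chosen after seeing the data, the median was 0.51 for the cell cycle genes, and 6 lists were called. Genes of senescence were not analysed here as a list.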

KEGG enrichment analysis of the ~800 DE genes in OB1 cells across six time points revealed upregulated genes related to the cell cycle, DNA replication, repair, senescence, and the P53 signaling pathway (Fig. S8D, left). In contrast, downregulated genes were associated with focal adhesion, cell junctions, ECM‑receptor interactions, and pathways regulating stem cell pluripotency (Fig. S8D, right). Additionally, P53 signaling and DNA mismatch repair pathways were specifically upregulated in cycling OB1 cells compared to non‑cycling OB cells (Fig. 5F). 

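On the same test, the median trend of 51 focal adhesion genes was -0.72 (12 higher, adjusted p 0.00162 from camera of limma). The 38 genes of ECM-receptor interaction had a median of -0.56 (17 higher, 0.332) and the 44 of pluripotency signaling -0.19 (14 higher, 0.089), and neither list was called. TGF-beta signaling (-0.35, adjusted p 0.00606), TNF signaling (-0.49, 0.0041) and MAPK signaling (-0.39, 0.0322) were called as lower with time. Without the 4 d library, 5 of the 14 lists were called on the linear trend, and without the 6 d library 11. Cell junctions were not analysed here as a list.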

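Cycling and non-cycling OB1 cells were compared within the 6 libraries, each as a pair of sums, with the library as block in edgeR's quasi-likelihood test. The cycling sums held 23 cells at 0 h, 10 at 4 h, 51 at 16 h, 134 at 2 d, 847 at 4 d and 308 at 6 d. Of 9408 genes, 1848 were called, 817 higher and 1031 lower in cycling cells, after the cycling markers were removed. Without the library block 66 genes were called, without the 6 d library 748 and without the 4 d library 788. The 21 mismatch repair genes had a median log2 fold change of 0.81 (19 higher, adjusted p 4.34e-11 from camera of limma) and the 35 DNA replication genes 0.90 (33 higher, 3.04e-21). Among mismatch repair genes, those that moved the same way in every library were Pold2, with a log2 fold change of 0.81 (standard error 0.166, adjusted p 0.000821 from edgeR), Rpa3 with 0.80 and Pold4, lower in 6 of 6 libraries, with -0.82. All of these are also on the DNA replication list, as are most mismatch repair members. The values therefore do not separate mismatch repair from DNA replication. The 12 cell cycle members of P53 signaling had a median of 0.76 (11 higher, 4.18e-08), with Ccne2 at 1.77 and higher in 6 of 6 libraries. The 44 other members had a median of -0.16 (19 higher, adjusted p 0.292), with Thbs1 at -0.96, Sfn at -0.70, Gadd45b at -0.61 and Perp at -0.48, all lower in 6 of 6 libraries. With at least 1 UMI for a cycling cell, Gadd45b was at -0.14 and Perp at -0.30, and neither was called. By Seurat's cell cycle phase Gadd45b was at -0.08 (adjusted p 0.77 from edgeR) and Perp was called. Thbs1 and Sfn were called under both definitions. With at least 4 UMIs, which left 4 libraries, Ccne2 was at 0.94 and was not called (adjusted p 0.0506 from edgeR). Thbs1, Sfn, Gadd45b and Perp were called there. In the small cycling sums of 0 h and 4 h Thbs1 was at -2.56 and -2.46, against -0.76 to -0.65 in the later libraries. The 25 direct P53 targets had a median of -0.36 (8 higher, 0.0296), and this list was no longer called without the 16 h library (0.0714) or the 6 d library (0.0673). Of the 13 lists called in this comparison, 0 were called with an estimated correlation, where the smallest adjusted p was 0.128, and with fry 12 of the 14 lists were called, among them the other members of P53 signaling as lower (0.0179). From higher cell cycle, DNA replication, mismatch repair, senescence and P53 signaling pathways in cycling OB1 cells, the paper proposes that a DNA damage response may be active in HFSCs after depilation.

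**Figure D4:**
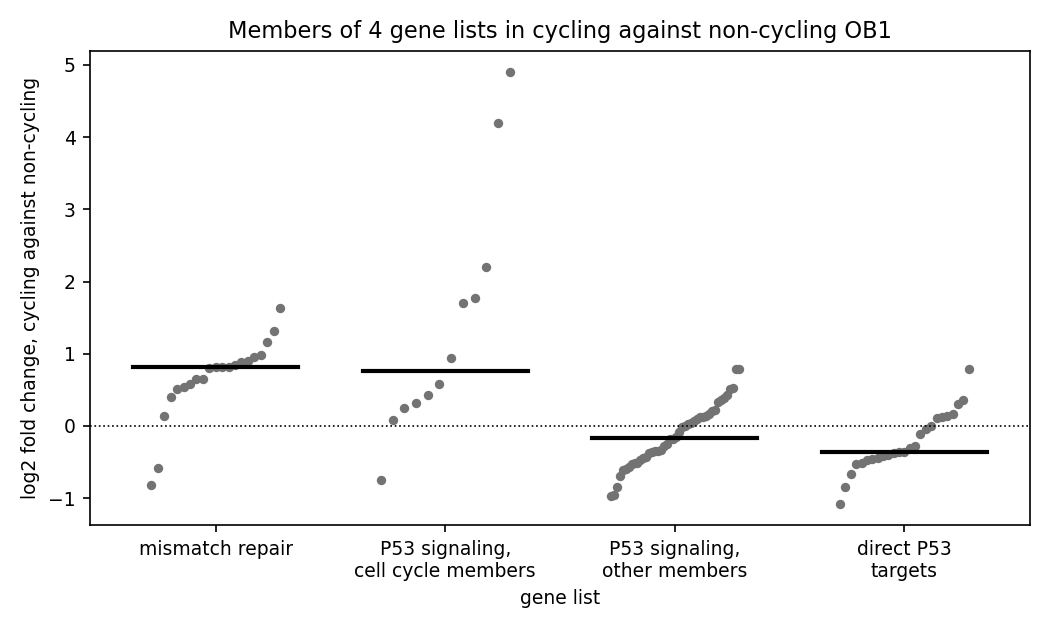
Log2 fold change between cycling and non-cycling OB1 cells of each gene on the mismatch repair list, the cell cycle members of P53 signaling, its other members and the direct P53 targets. Each point is a gene and each black bar the median of its list, at 0.81, 0.76, -0.16 and -0.36.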

To explore lineage relationships, we used RNA velocity analysis, which suggested that uHF.B cells may transition to either Cycling uHF.B or uHF.SB cells, indicating uHF.B cells as a possible origin (Fig. S8E). Moreover, a subset of cycling OB cells located at the boundary between the OB1 and Cycling_OB1 clusters showed transitional properties, potentially representing activated HFSCs re‑entering the cell cycle.

Although hair germs (HGs) are known to play a key role in initiating adult HF regeneration, they were not clearly identified in the initial analysis, likely due to their low abundance across samples. By reintegrating data from the 0 h, 4 h, and 16 h timepoints, we identified a distinct HG cell cluster (Fig. S9A–D). 

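Clustering the HF cells of the 0 h, 4 h and 16 h libraries alone gave 11 clusters, of which 1 of 190 cells had 5 of the HG markers, with Lef1 among its 10 leading genes. It held 47 cells with 321592 UMIs at 0 h, 50 cells with 348608 UMIs at 4 h and 93 cells with 920728 UMIs at 16 h. At the halved resolution no cluster was named HG. At the doubled resolution the HG cluster held 47, 51 and 93 cells at these times. Without anchors it held 49, 60 and 357.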

Differential expression analysis revealed significant gene expression changes as early as 4 h post depilation. 

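The sums of the HG cluster are 1 per time point, so no test was made and the ratios against 0 h are given as measured. Among 7240 genes with at least 20 UMIs in the 3 sums together, the median log2 ratio of CPM was 0.23 at 4 h and 0.36 at 16 h by total counts, and 0.04 and 0.14 by TMM factors. Serpinb1a, Alad, Krt8, Mthfd2 and Heatr1 had the largest mean ratios and 0 UMIs at 0 h, which allows an exact upper limit of 11.5 CPM. Serpinb1a had 91.8 CPM at 4 h (95% interval 62.8 to 129.6) and 55.4 at 16 h (41.2 to 72.8). Krt8 had 164 CPM at 4 h (124 to 212) and 15.2 at 16 h (8.31 to 25.5). The lowest mean ratios were those of Ube2c, Lce1m, Krt79, Gm26802 and Cxcl10, with Gm26802 at 189.7 CPM at 0 h (145 to 244), 11.5 at 4 h and 16.3 at 16 h. These genes were chosen after their values were seen.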

A combined analysis of the 4 h and 16 h samples versus 0 h identified 693 upregulated and 578 downregulated genes at FDR < 0.05 (Fig. S9E). 

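The lists were compared with 10000 random lists of the same size and expression, by the percentile of their median log2 ratio in HG cells against 0 h. The 35 proteasome genes were all higher, with a median of 1.23 at 4 h and 1.03 at 16 h, at percentiles 100 and 99.99. The 59 spliceosome genes had medians of 0.76 and 0.92, at percentiles 99.92 and 100. The 33 DNA replication genes had a median of 0.52 at 4 h (percentile 90.05) and 1.86 at 16 h (percentile 100). TNF signaling had medians of -0.37 (percentile 0.60) and -0.37 (0.02), TGF-beta signaling -0.44 (0.05) and -0.35 (0), and MAPK signaling -0.11 (1.18) and -0.16 (0.01). Mismatch repair lay at -0.11 (percentile 18.93) at 4 h and 1.32 (99.99) at 16 h. Scaled by TMM every median kept its sign, while among cells thinned to the same number of UMIs the DNA replication median at 4 h was -0.09 and the TGF-beta median at 16 h 0.06, and with at least 50 UMIs per gene the latter was 0.02 and the mismatch repair median at 4 h 0.19. The percentiles are not p-values for a difference between mice. Metabolic pathways and the actin cytoskeleton were not tested, as no list was fixed for them in advance.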

KEGG enrichment analysis showed upregulation of genes related to the proteasome, spliceosome, metabolic pathways, actin cytoskeleton regulation, and DNA replication, while TNF, TGF‑beta, and MAPK signaling pathways were downregulated (Fig. S9F). Additionally, a new OB cluster, OB4, emerged in the 4 h and 16 h samples but not in quiescent HFs (Fig. S9D). 

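Of the early clusters, 1 of 584 cells with 3 OB1 markers held 2 cells at 0 h, 347 at 4 h and 235 at 16 h. Its 10 leading genes were Cpa4, Gm50397, Krt8, Anxa3, Has2, Rapgef3, Itga2, Igfbp3, Flnc and Ptgs2. Cpa4 had a UMI in 47.9% of its cells, Itga2 in 55.8% and Ptgs2, a gene of stress and immune responses, in 47.4%. These genes were chosen after their values were seen. The name and the times of the cluster led by Cpa4 changed with the clustering. At the doubled resolution it was named OB1 and held 2, 355 and 244 cells at 0 h, 4 h and 16 h. At the halved resolution it was named OB3 and held 64, 454 and 306 cells. Without anchors it was named IB and held 0, 332 and 18 cells.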

Most OB4 cells were originally classified as OB1 in Fig. 5A, indicating substantial transcriptional changes in OB1 cells during early HF regeneration.

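Of these 584 cells, 520 (89.0%, 95% interval 86.2 to 91.5) were OB1 cells in the clustering of all HF cells, 29 were OB3, 26 OB2 and 9 IB cells. These OB1 cells made up 2 of the 310 OB1 cells at 0 h (0.645%, 0.0782 to 2.31), 303 of 497 at 4 h (61.0%, 56.5 to 65.3) and 215 of 507 at 16 h (42.4%, 38.1 to 46.8).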

### *Trp53* deficiency rescues the HF defects caused by acute *Mcl‑1* deletion

The upregulation of cell cycle, DNA replication and mismatch repair, senescence, and P53 signaling pathways in cycling OB1 cells (Figs. 5F, S8D, Left) implies the activation of DNA damage response may occur in HFSCs upon depilation‑induced activation. 

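Direct P53 target genes were also compared between libraries in the sums of all cells of a type, cycling or not, 4 h against 0 h. Their median log2 ratio was 0.03 in OB1 cells, at percentile 44.9 of random lists of the same size and expression. It was 0.13 at 16 h against 0 h, at percentile 39.5. Each ratio rests on 1 library per time point. Both times come before those at which the paper reports DNA damage foci and places activation of the P53 pathway. The ratios therefore cannot decide whether P53 targets respond at those later times.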

Confocal microscopy identified γH2AX (p‑H2A.X) foci in HFs, particularly in PCAD^+^ hair germ regions at 2, 4, and 6 dpd, absent in unshaved control littermates (Fig. 6A). Importantly, a subset of CD34^+^ and KRT15^+^ HFSCs also exhibited pH2A.X staining, indicating the presence of DNA damage within the HFSC population during the early stages of hair regeneration (Fig. 6B). This further demonstrates the proliferation stress responses during early hair regeneration.

**Fig. 6:**
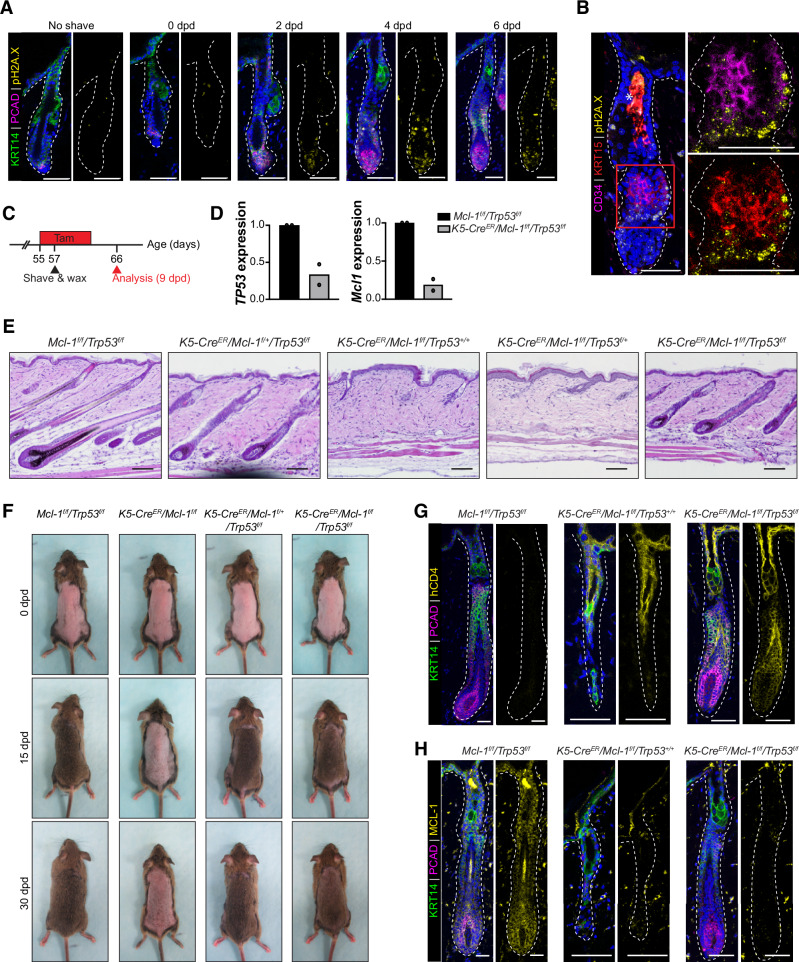
Deletion of *Trp53* rescues hair regeneration defect in *Mcl‑1*‑deficient mice. **A**, **B** Confocal analysis of HFs from FVB mice at P60, sampled at 0, 2, 4, and 6 days post depilation (dpd) to induce hair regeneration. Increased DNA damage (pH2A.X^+^) is evident in HF cells post‑depilation (**A**). Basal layer marked by KRT14, hair matrix by PCAD, DAPI as nuclear counterstain. DNA damage observed in a subset of CD34^+^ and KRT15^+^ HFSCs at 4 dpd (**B**). Data represent *n* = 3 mice per time point. Scale bars, 50 µm. **C** Experimental strategy for hair regeneration assay in adult *K5‑Cre*^*ER*^*/Mcl‑1*^*f/f*^*/Trp53*^*flf*^ mice. *Mcl‑1* and *Trp53* deletion was induced via tamoxifen‑containing diet between p55‑p62. A portion of the dorsal skin was shaved and waxed to induce hair regeneration. Dorsal skin samples were harvested at the indicated timepoints for analysis. **D** qPCR analysis showing reduced *Mcl‑1* and *Trp53* transcript levels in HF cells (CD49f^+^/SCA‑1^–^) isolated from *K5‑Cre*^*ER*^*/Mcl‑1*^*f/f*^*/Trp5*^*f/f*^ mice, compared to littermate control. *n* = 2 mice per genotype. **E** Representative H&E‑stained histological sections of dorsal skin harvested at 9 dpd. *n* = 6 mice per genotype for each timepoint. Scale bars, 100 µm. **F** Representative images of mice taken at 0, 15, 30 dpd. *n* = 3 mice per genotype for each timepoint. **G**, **H** Confocal microscopy images of HFs from *K5‑Cre*^*ER*^*/Mcl‑1*^*f/f*^*/Trp53*^*flf*^ mice and littermate controls at 9 dpd, showing efficient CRE‑mediated recombination with upregulation of hCD4 (**G**) and downregulation of MCL‑1 (**H**). *n* = 6 mice per genotype for each timepoint. Scale bar, 50 µm. Basal layer is stained by KRT14, hair matrix stained by PCAD and DAPI as a nuclear counterstain.

To examine the role of P53 in proliferation stress of activated HFSCs, we generated *K5‑Cre*^*ER*^*/Mcl‑1*^*f/f*^*/Trp53*^*f/f*^ mice and performed HF regeneration assays (Figs. 6C, S1F, K). Tamoxifen‑induced deletion of *Mcl‑1* and *Trp53* at p55 was confirmed by qPCR (Fig. 6D). H&E staining indicated that *Mcl‑1*‑deficient HFs failed to regenerate hair in the presence of one or both alleles of *Trp53* (*K5‑Cre*^*ER*^*/Mcl‑1*^*f/f*^*/Trp53*^*+/+ or f/+*^) at 9 dpd (Fig. 6E). Remarkably, *Trp53* deletion in both alleles (*K5‑Cre*^*ER*^*/Mcl‑1*^*f/f*^*/Trp53*^*f/f*^) significantly rescued HF defects in the *Mcl‑1* deficient skin. Hair regrowth in *K5‑Cre*^*ER*^*/Mcl‑1*^*f/f*^*/Trp53*^*f/f*^ mice was comparable to littermate controls by 15 dpd and maintained through 30 dpd (Fig. 6F). Notably, *Trp53* deletion alone had no impact on hair regeneration in *K5‑Cre*^*ER*^*/Trp53*^*f/f*^ *and K5‑Cre*^*ER*^*/Mcl‑1*^*f/+*^*/Trp53*^*f/f*^ mice. We confirmed efficient CRE‑mediated recombination through the appearance of hCD4 reporter and absence of endogenous MCL‑1 in *K5‑Cre*^*ER*^*/Mcl‑1*^*f/f*^*/Trp53*^*f/f*^ mice (Fig. 6G, H). These findings demonstrate that P53 signaling may activate cell death, but MCL‑1 conferred survival cues to HFSCs under proliferation stress.

### Concomitant deletion of *Bim* partially rescues the hair regeneration defect caused by the absence of *Mcl‑1*

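Of 18 Bcl-2 family genes, those that passed the count filter made 118 pairs of gene and cell type over 10 cell types. By edgeR's test on the scale of hours, 0 of the 118 pairs were called over the time course, and 8 had an unadjusted p under 0.05. Adjusted over the list alone, 2 pairs were called, Bcl2 and Mcl1 in melanocytes. Mcl1 (ENSMUSG00000038612) had a linear trend of -0.91 in OB1 cells (adjusted p over all genes 0.939), from 318 CPM at 0 h to 197 at 6 d. With log2(hours + 1) as the time scale 12 pairs were called, in OB1 cells Bak1, Bbc3 and Bok, in OB2 cells Bbc3, Bnip3l and Bok, in OB3 cells Bbc3, Bcl2, Bnip3l and Bok and in melanocytes Bcl2 and Mcl1. Without the 0 h library 11 pairs were called on the scale of hours. Bok (ENSMUSG00000026278) had 385 CPM in OB1 cells at 0 h (95% interval 357 to 415), 819.9 at 4 h (783 to 858) and 117 at 6 d (109 to 126). Bbc3 (ENSMUSG00000002083) had 55.9 CPM in OB1 cells at 0 h (45.5 to 68.0), 5.24 at 4 h (2.71 to 9.15) and 29.9 at 6 d (25.9 to 34.4).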

None of the Bcl‑2 family genes were significantly altered during HF regeneration in our scRNA‑seq analysis (Fig. S7H). The BH3‑only genes *Bik*, *Hrk*, and *Bmf* were absent in most HF cells, while *Bad* and *Bnip3L* were universally expressed across HF cell clusters. 

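The means over libraries were at most 10.4 CPM for Bik, 0.808 for Hrk and 4.96 for Bmf in the HF cell types, the highest for Bik and Bmf in IB cells. Bad had between 39.2 and 56.9 CPM and Bnip3l between 109 and 178 CPM in the same cell types. These means are over 2 libraries for IRS2, 3 for IRS3, 4 for IB and 6 for the other HF cell types apart from IRS1, which was not included, so differences between cell types can also be differences between time points.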

Notably, *Bcl211*, *Pmaip1*, and *Bbc3* showed preferential expression in certain HF clusters. 

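Bcl2l11, written Bcl211 in the paper's text, had mean levels of 26.4 CPM in IRS3 cells (19.4 to 30.8 over the libraries) and 22.8 in OB2 cells (7.77 to 34.4) against 4.13 in IB cells (2.40 to 6.12). Pmaip1 had 21.2 CPM in IB cells (6.12 to 36.7 over the libraries) against 4.44 in OB3 cells (0.952 to 8.23). Bbc3 had 36.2 CPM in OB2 cells (16.5 to 89.1) against 7.51 in IRS2 cells (7.41 to 7.60 over 2 libraries) and 15.2 in uHF.SB cells (7.19 to 45.6).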

The apoptosis effector genes *Bax*, *Bak*, and *Bok* were widely expressed across HF clusters. 

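Averaged over libraries, Bax had between 53.2 and 204 CPM in the HF cell types, Bak1 between 6.12 and 16.8 and Bok between 113 and 324, with the highest Bok in OB1 and IB cells.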

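Among the pro-survival genes, the mean level of Mcl1 over libraries was 225 CPM in OB1, 286 in OB2, 227 in OB3, 370.1 in IB, 96.6 in IRS2, 176 in IRS3, 240.3 in uHF.B and 242 in uHF.SB cells. The IB, IRS2 and IRS3 means are over fewer libraries than the others, so cell type and time are mixed in them. Bcl2 had between 8.05 and 38.2 CPM, Bcl2l1 between 7.50 and 58.7 and Bcl2l2 between 7.41 and 14.3 in these cell types. Bcl2a1a had 0 UMIs in OB, IB, IRS2 and IRS3 cells and at most 0.165 CPM on average in uHF.B and uHF.SB cells, against 15.0 in T cells and 13.3 in Langerhans cells. In OB1 cells its 0 UMIs allow up to 1.68 CPM at 0 h and 0.265 at 4 d.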

Of the five pro‑survival genes, all except *Bcl2a1a* were expressed in HF cells, with *Mcl‑1* being relatively highly expressed in most HF cell types.

The BH3‑only protein BIM plays a critical role in initiating apoptosis across various tissues and cell lines^54–56^. MCL‑1 physically interacts with BIM^57^, and this interaction is proposed to block apoptosis. Our data show that BIM is expressed in distinct cell lineages within the mouse HF (Figs. 1C, S7H). To assess contribution of BIM to defects caused by *Mcl‑1* deletion during hair regrowth, we crossed *K5‑Cre*^*ER*^*/Mcl‑1*^*f/f*^ with *Bim*^–/–^ mice to generate a double knockout (Fig. S1I, 7A). While HF regeneration was completely inhibited in *Mcl‑1* knockout mice, hair regrowth was observed in *K5‑Cre*^*ER*^*/Mcl‑1*^*f/f*^ with *Bim*^–/–^ mice, though not to the level of *Mcl‑1*^*f/f*^ or *Mcl‑1*^*f/+*^ control littermates (Fig. 7B, C). This suggests that while BIM is a key initiator of apoptosis upstream of MCL‑1, other BH3‑only proteins, also expressed in HF cells (Fig. S7H), likely play overlapping roles in neutralizing MCL‑1 to trigger apoptosis in HF epidermal cells.

**Fig. 7:**
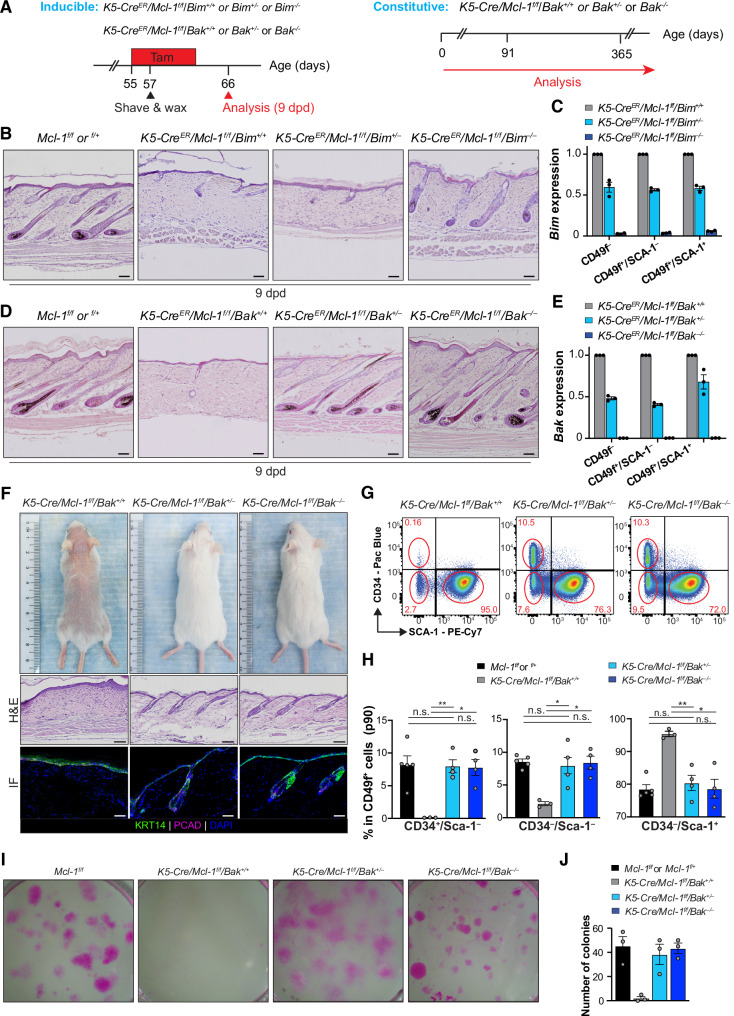
Rescue of HF defects in *Mcl‑1*‑deficient mice by concomitant loss of *Bim* or *Bak.* **A** Schematics of experimental strategies to assess whether deletion of *Bim* or *Bak* rescues HF defects in the inducible *K5‑Cre*^*ER*^*/Mcl‑1*^*f/f*^ (left panel) and constitutive *K5‑Cre/Mcl‑1*^*f/f*^ (right panel) models. *K5‑Cre*^*ER*^*/Mcl‑1*^*f/f*^ mice with deletion of single or both alleles of *Bim* or *Bak* at p55 were administered with tamoxifen containing diet to induce *Mcl‑1* deletion, followed by depilation. Skin samples were harvested at 9 dpd for analysis. *K5‑Cre/Mcl‑1*^*f/f*^ mice with single or both *Bak* alleles deleted were generated and analyzed. **B**, **C** *Bim* deletion partially rescues HF regeneration defects in *K5‑Cre*^*ER*^*/Mcl‑1*^*f/f*^ mice. Representative H&E‑stained sections of dorsal skins harvested at 9 dpd. *n* = 6–8 mice per genotype. Scale bars, 100 µm (**B**). qPCR analysis of *Bim* expression in FACS sorted subpopulations. Data are mean ± SEM from 3 mice per genotype (**C**). **D**, **E** *Bak* deletion completely rescues HF regeneration defects in *K5‑Cre*^*ER*^*/Mcl‑1*^*f/f*^ mice. Representative H&E‑stained histological sections of dorsal skins harvested at 9 dpd. *n* = 7–9 mice per genotype. Scale bars, 100 µm (**D**). qPCR analysis of *Bak* expression in FACS sorted subpopulations. Data are mean ± SEM from 3 mice per genotype (**E**). **F** Representative images of *K5‑Cre/Mcl‑1*^*f/f*^*/Bak*^*+/+*^*, K5‑Cre/Mcl‑1*^*f/f*^*/Bak*^*+/*–^ and *K5‑Cre/Mcl‑1*^*f/f*^*/Bak*^–*/*–^ mice at p90. *n* = 7–8 mice per genotype. Representative H&E‑stained sections and confocal images of dorsal skins harvested at p90. Scale bars, 100 µm (H&E), 50 µm (confocal). Basal layer stained by KRT14, hair matrix stained by PCAD and DAPI as nucleus counterstain. **G**, **H** FACS analysis of CD34 and SCA‑1 expression in epithelial cells from mice of indicated genotypes at p90 (**G**). Bar graph shows percentage of each subpopulation in CD49f^+^ epithelium (**H**). Data are mean ± SEM, *n* = 3–5 per genotype. *p < 0.05; **p < 0.01; n.s., non‑significant; Student’s *t*‑test. **I**, **J** In vitro clonogenic assay of CD34^+^ HF stem cells from mice of indicated genotypes at p21, grown on 3T3 feeder cells for 14 days. **J** Colony counts for each genotype, mean ± SEM for *n* = 3 independent experiments. **p < 0.01; Student’s *t*‑test.

### Deletion of a single *Bak* allele fully restores the stem cell pool and rescue the defects in *Mcl‑1*‑deficient HFs and mammary glands

Mouse genetic studies indicate that the pro‑apoptotic effectors BAX and BAK together are essential for early development and mitochondrial‑dependent apoptosis, though their functions appear redundant in most cell types^58,59^. MCL‑1 preferentially restrains BAK, but can also inhibit BAX, as shown primarily in vitro^60–62^. To investigate whether BAK is a downstream effector of MCL‑1 in vivo, we generated *K5‑Cre*^*ER*^/*Mcl‑1*^*f/f*^*/Bak*^–/–^ mice (Figs. 7A, S1J). Remarkably, HFs from *K5‑Cre*^*ER*^/*Mcl‑1*^*f/f*^*/Bak*^+/–^ and *K5‑Cre*^*ER*^/*Mcl‑1*^*f/f*^*/Bak*^–/–^ mice regenerated comparably to littermate controls, indicating that loss of even a single *Bak* allele prevented the hair regrowth defects caused by acute *Mcl‑1* deletion (Fig. 7D, E). We also assessed whether *Bak* deletion rescues defects in constitutive *Mcl‑1* knockout models. Loss of a single *Bak* allele fully prevented the hair loss and HF degeneration observed in *K5‑Cre/Mcl‑1*^*f/f*^ mice (Fig. 7F), restoring both CD34^+^ bulge HFSCs and non‑defined HF cell populations, as confirmed by FACS (Fig. 7G, H). The absence of a single *Bak* allele was also able to restore the clonogenic potential of CD34^+^ HFSCs lacking *Mcl‑1* (Fig. 7I, J). Collectively, these findings highlight the role of MCL‑1 in restraining BAK‑mediated apoptosis in HF survival and maintenance, HFSC population and hair regeneration.

Given that MCL‑1 is essential for mammopoiesis and for repopulation by mammary stem cells (MaSC) upon transplantation^63,64^, we investigated whether MCL‑1 exerted a similar mechanism of action in this organ. In *Mcl‑1* deficient glands, the quiescent Tspan8^high^ MaSC population was reduced by 85% (Fig. S10A–C). Concomitant deletion of a single *Bak* allele restored MaSC numbers and ductal morphogenesis (Fig. S10D, E), confirming a similar MCL‑1/BAK regulatory mechanism in the mammary gland.

### Kinase screen identifies ERBB signaling as a regulator of MCL‑1 protein expression in primary keratinocytes

To elucidate the regulatory mechanisms of MCL‑1 expression in HFs, we performed a kinase inhibitor library screen on primary keratinocytes and assessed MCL‑1 protein levels. MCL‑1 expression was normalized and plotted, with pathways highlighted in blue when inhibition by kinase family inhibitors reduced MCL‑1 levels below 0.5 (Fig. 8A). The screen identified several ERBB (EGFR) pathway inhibitors, including erlotinib, which significantly reduced MCL‑1 protein levels in keratinocytes (Fig. 8B). Further validation with afatinib, a clinically‑relevant ERBB inhibitor, confirmed that ERBB signaling regulates MCL‑1 protein levels (Fig. 8C). Notably, afatinib treatment did not affect other BCL‑2 family members, such as BCL‑2, BCL‑XL, BIM, BAK, or BAX, indicating a specific effect on MCL‑1. qPCR analysis showed that afatinib did not alter *Mcl‑1* mRNA levels, suggesting the downregulation occurs at the translational level (Fig. 8D).

**Fig. 8:**
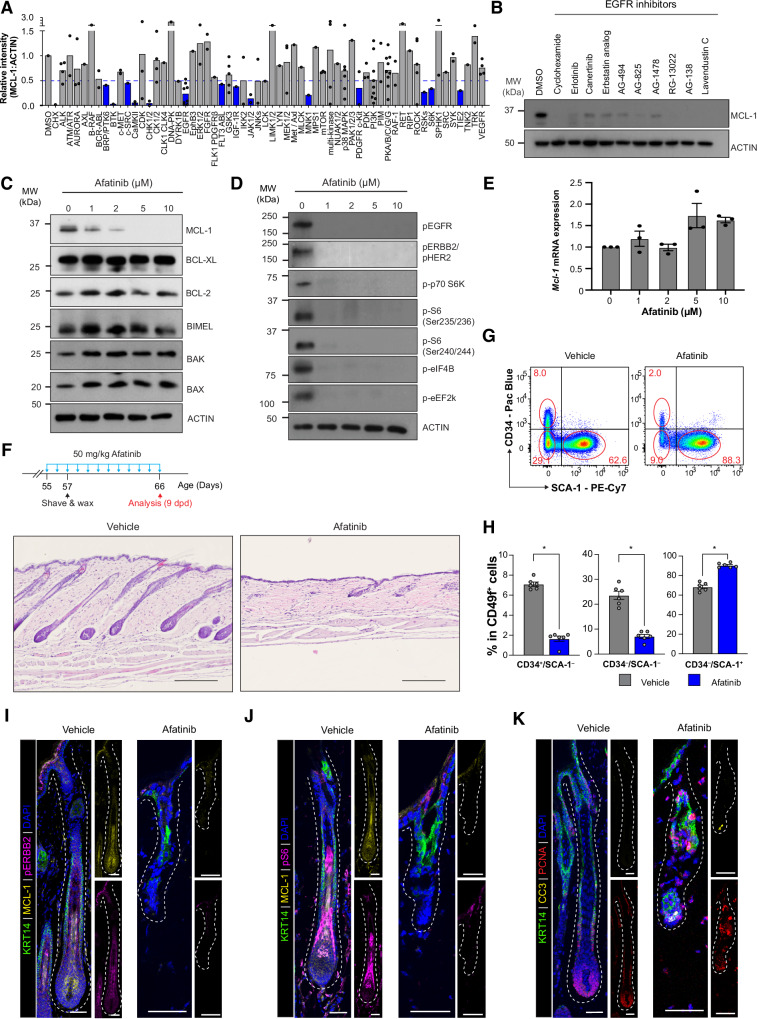
Inhibition of ERBB signaling blocks MCL‑1 protein expression and hair regeneration. **A** Kinase inhibitor screen in primary keratinocytes identifies pathways that modulate MCL‑1 protein levels. Cells from newborn FVB/N pups were treated with 2 µM of each inhibitor from a panel of 154 kinase inhibitors for 24 h, followed by Western blotting for MCL‑1 expression. The intensities of MCL‑1 and ACTIN were analysed using Image J. The ratio of MCL‑1 vs Actin in inhibitor‑treated cells with normalization to DMSO treated control cells were plotted as a bar graph. Inhibitors were grouped based on the kinase targeted. Groups highlighted in blue show more than a 50% reduction of MCL‑1 levels on average (MCL‑1 *vs* Actin ≤ 0.5). **B** Validation of ERBB inhibitors from (**A**) shows significant reduction in MCL‑1 protein levels after 24 h of treatment (*n* = 2 independent experiments). **C** Western blot of keratinocytes treated with various afatinib concentrations for 24 h demonstrates MCL‑1 reduction without affecting other BCL‑2 family proteins (*n* = 3 independent experiments). **D** Afatinib inhibits phosphorylation of protein translation regulators in primary keratinocytes. Western blot of p‑EGFR, p‑ERBB2, p‑P70 S6K, p‑S6, p‑eIF4B, and p‑eEF2K (*n* = 2 independent experiments). **E** qPCR analysis of afatinib‑treated keratinocytes reveals *Mcl‑1* transcript levels remain stable. Data are mean ± SEM (*n* = 3 independent experiments). **F** H&E‑stained sections of dorsal skin from wildtype FVB/N mice treated with 50 mg/kg afatinib or vehicle followed by depilation show impaired hair regeneration at 9 dpd (*n* = 9 mice per treatment group). Scale bars, 50 µm. **G**, **H** FACS plots and bar graphs indicate changes in CD34 and SCA‑1 populations in CD49f^+^ epithelial cells from afatinib‑ or vehicle‑treated mice at 9 dpd. Data are mean ± SEM. ****p < 0.0001; **p < 0.01; *p < 0.05; Student’s *t*‑test. **I**–**K** Confocal images of HFs from afatinib‑ or vehicle‑treated mice at 9 dpd. **I** MCL‑1 and p‑ERBB2 expression; **J** MCL‑1 and p‑S6 expression; **K** Proliferating (PCNA^+^) and apoptotic (CC3^+^) cells. Scale bars, 50 µm. Basal layer stained by KRT14 and DAPI as nuclear counterstain (*n* = 6 mice per treatment arm).

Subsequent Western blot analysis revealed that afatinib reduced phosphorylation of p70 S6 kinase and its downstream targets, including S6, eIF4B, and eEF2K, in keratinocytes, indicating that ERBB signaling controls MCL‑1 through protein synthesis pathways (Fig. 8E). To investigate the role of ERBB signaling in HFs, we conducted confocal microscopy imaging to determine the expression patterns of p‑EGFR and p‑ERBB2 in HFs throughout the HF cycle. However, the p‑EGFR antibody did not work on the mouse skin under our experimental condition. p‑ERBB2 expression in HFs was high during anagen, decreasing in catagen and remaining low in telogen, consistent with previous reports. However, p‑ERBB2 expression was not localized to the K14^+^ outer root sheath or HFSC compartment, where MCL‑1 is predominantly expressed during the anagen phase (Fig. S11A). This suggests that p‑ERBB2 expression may not directly correlate with MCL‑1 dynamics in HFSCs. Instead, the involvement of other ERBB‑family members, such as EGFR, might play a more prominent role in regulating MCL‑1 expression during HF regeneration. Interestingly, p‑S6 expression, which marks translational activation downstream of ERBB signaling, followed a similar cycle‑dependent pattern (Fig. S11B). These findings indicate that while ERBB signaling likely modulates MCL‑1 protein levels through translational control in keratinocytes, the specific upstream ERBB receptor mediating this regulation warrants further investigation.

### Inhibition of the ERBB signaling pathway reduces MCL‑1 protein expression and blocks HF regeneration

To evaluate the role of ERBB signaling in HF regeneration and its regulation of MCL‑1 expression, we treated wild‑type FVB/N mice with afatinib or vehicle control starting at p55, followed by dorsal skin depilation (Fig. 8F). Hair regeneration was notably inhibited in afatinib‑treated mice compared to vehicle‑treated controls at 9 dpd. Flow cytometry revealed a reduction in the CD34^+^ HFSC compartment (Lin^–^/CD49f^+^/CD34^+^/Sca‑1^–^) in afatinib‑treated mice, consistent with the phenotype observed in *Mcl‑1*‑deficient mice (Fig. 8G, H). Notably, afatinib did not reduce CD34^+^ HFSCs during quiescence (Fig. S11C). Afatinib treatment reduced MCL‑1 protein levels (Fig. S11D), while *Mcl‑1* mRNA levels in HF epidermal cells (Lin^–^/CD49f ^+^/Sca‑1^–^) were unaffected (Fig. S11E). Additionally, p‑ERBB2 and p‑S6 were significantly reduced in afatinib‑treated mice (Fig. 8I, J). Increased apoptosis was evident by CC3 staining, though PCNA^+^ proliferating cells remained detectable (Fig. 8K). Treatment with erlotinib, another ERBB inhibitor in the kinase library, similarly blocked hair regeneration and decreased MCL‑1 expression (Fig. S11F & G). These results suggest that ERBB signaling supports hair regeneration, at least in part, by promoting MCL‑1 protein synthesis.

The ERBB family includes four receptors: EGFR/ERBB1, ERBB2, ERBB3, and ERBB4. While EGFR, ERBB3, and ERBB4 interact with various ligands, ERBB2 lacks direct ligand binding. 

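In OB cells the mean level over libraries was 90.1 CPM for Egfr (74.5 to 113 over the libraries), 20.8 for Erbb2 (12.9 to 30.0), 21.9 for Erbb3 (11.8 to 30.9) and 0.143 for Erbb4. By cell type, Egfr had 90.1 CPM in OB1, 102 in OB2 and 82.5 in OB3 cells. T cells had 4.97 CPM of Egfr and 0 UMIs of Erbb4. Among the cell types measured, which leave out IFE cluster 0, SG, DP and fibroblast and IRS1 cells, the highest mean of Erbb4 was 2.38 CPM, in melanocytes. There it ranged from 0 to 10.4 CPM over the libraries, in sums as small as 96609 UMIs, so this ranking rests on few UMIs.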

Our scRNA‑seq data show minimal ERBB4 expression in dorsal skin samples, with EGFR as the predominant ERBB receptor in OB cells (Fig. S7F, G). 

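The 15 ERBB receptor and ligand genes made 70 tested pairs of gene and cell type. Of these, 0 were called over the time course by edgeR's test on the scale of hours, with 14 at an unadjusted p under 0.05, and 6 were called when adjusted over the list alone. These pairs were Hbegf in OB1, OB2 and OB3 cells, Ereg in OB1 and uHF.SB cells and Tgfa in OB1 cells. Hbegf (ENSMUSG00000024486) had 457 CPM in OB1 cells at 0 h (95% interval 426 to 489.5), 553 at 4 h (523 to 584), 209 at 16 h, 70.1 at 2 d, 36.8 at 4 d (33.3 to 40.5) and 176 at 6 d, with an adjusted p of 0.0978 over all genes and 0.00796 over the list alone. Ereg (ENSMUSG00000029377) had 87.4 CPM in uHF.SB cells at 16 h, 2.58 at 4 d and 50.9 at 6 d. On the log2(hours + 1) scale 5 pairs were called among all genes, Ereg and Hbegf in OB1 cells, Hbegf in OB2 cells and Hbegf and Nrg1 in OB3 cells. Without the 0 h library 14 pairs were called.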

Neither ERBB receptors nor ligands were significantly modulated at the mRNA level across skin cell clusters during HF regeneration. These findings suggest that ERBB signaling remains constitutively active in OB cells, potentially activated by ligands from neighboring cell types, supporting HFSC function in both quiescent and activated states.

## Discussion

The essential roles of the BCL‑2 protein family in the development and regeneration of various tissues and cell types have been extensively documented through mouse genetic models^22^. However, their specific functions in regulating HF morphogenesis, HF cycle, and HF regeneration during adulthood remain largely undefined. Previous studies using knockout mice revealed that none of the pro‑survival proteins, including BCL‑2, BCL‑XL, BCL‑W or BFL‑1/A1, are essential for HF development and hair regeneration under physiological conditions. Here, we provide compelling evidence for the indispensable role of the pro‑survival BCL‑2 family member, MCL‑1, in hair regrowth and the maintenance of HFSCs in adult mice.

Following HF organogenesis, long‑term CD34^+^ quiescent HFSCs emerge during the first postnatal telogen stage (around p20) and are vital for subsequent HF cycles in adult mice. Our data show that the formation of these quiescent HFSCs at the end of HF organogenesis remains unaffected in the *Mcl‑1*‑deficient skin even though MCL‑1 is universally expressed in HF epidermal cells during morphogenesis. However, *Mcl‑1‑*deficient mice undergo hair loss from adulthood, gradually progressing to complete hairlessness, accompanied by the elimination of HFs and HFSCs within the skin. Hair loss with the complete destruction of HF structures also occurred when *Mcl‑1* gene deletion was acutely induced in adult skin epithelium using a tamoxifen‑inducible CRE^ERT2^ system (*K5‑Cre*^*ER*^). Furthermore, our findings from this inducible knockout system highlight the critical role of MCL‑1 in the early stages of HF regeneration in adulthood. Acute deletion of *Mcl‑1* following hair depilation inhibited the initiation of HF regeneration, leading to the rapid loss of CD34^+^ HFSCs and the destruction of HF structures. In contrast, without depilation, quiescent CD34^+^ HFSCs tolerated *Mcl‑1* deletion without adverse effects. Interestingly, while MCL‑1 is highly expressed in the IFE, the development and structure of *Mcl‑1*‑deficient IFE remained largely intact, with no detectable abnormalities in skin barrier and stratification, and inflammation response. Efficiently and specifically targeting all stem cell subsets within the heterogeneous HFSC compartment remains a significant technical challenge. While *Lgr5* has been reported to serve as a genetic marker for a subset of HFSCs, there is compelling evidence suggesting that *Lgr5*^*+*^ HFSCs are not positioned at the apex of the HFSC hierarchy^65^. Instead, more quiescent CD34^+^LGR5^–^ HFSCs can give rise to LGR5^+^ cells and compensate their loss during hair regeneration^66^. We found that *Mcl‑1* deletion in *Lgr5*^*+*^ HFSCs did not significantly impair hair regeneration after depilation, which highlights the complexity of the HFSC niche and underscore the need for further investigation in the future to pinpoint the specific HFSC populations reliant on MCL‑1 for survival and function. Collectively, these findings underscore the specific role of MCL‑1 in activated HFSCs and suggest that epithelial cells in IFE and quiescent stem cells in HFs have distinct pro‑survival dependencies. This phenomenon is consistent with studies in other tissues, such as T cell development, where different cell lineages and stages rely on distinct pro‑survival BCL‑2 family members: MCL‑1 is required for DN2 thymocytes, BCL‑XL or DP T cells and BCL‑2 for mature T cells^32,67^.

To delineate the molecular and cellular landscapes during the initial phases of HF regeneration, we conducted scRNA‑seq profiling on dorsal skin samples across six time points, spanning early depilation‑induced anagen stage from as early as 4 h and up to 6 dpd. Our data unveil the quick response of both HG and OB cells in preparation for HF regeneration, even before cell division occurred. A distinct subset of OB cells with a defined gene signature emerged as early as 4 h post‑depilation, preceding the formation of SHH expressing TAC progenitors. These TAC progenitors play a key role in activating quiescent stem cells, prompting them to re‑enter the cell cycle and contribute to subsequent HF growth. 

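Of the OB1 genes called on the log2(hours + 1) scale, 643 had their highest CPM at 4 h and 322 at 0 h, against 66 at 16 h, 217 at 2 d, 446 at 4 d and 208 at 6 d. The lowest CPM fell at 4 h for 610 of the genes, at 0 h for 429 and at 4 d for 417. The time of the highest or lowest CPM is not the time at which a gene changed.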

The most significant changes in gene expression within the OB cells occurred from 2 dpd, coinciding with the activation of quiescent cells, the initiation of proliferation, and generation of progenitor or more committed cell subsets. Genes associated with cell cycle and DNA replication were highly upregulated at this stage. Simultaneously, the DNA repair and P53 pathways were activated, likely serving as a critical mechanism coordinating cell proliferation and apoptosis.

The activation of the WNT/β catenin pathway was shown to induce the accumulation of acetylated P53 and activation of the P53 pathway in both HG and activated CD34^+^ HFSCs during early anagen stages^68^. Interestingly, while BCL‑2 deficient mice did not exhibit obvious hair growth defects under normal physiological conditions, a delay in depilation‑induced hair regeneration was observed in BCL‑2 null mice^23^, and this phenotype was rescued by the concomitant absence of *Trp53*^69^. Remarkably, *Trp53* deletion rescued the hair regeneration defects caused by *Mcl‑1* deficiency upon depilation, highlighting the critical interaction between these proteins in balancing proliferation and cell death. Proliferation stress, experienced during rapid cell division, places significant demands on DNA replication, repair, and genomic stability, increasing the risk of DNA damage^70^. In response, the P53 pathway becomes activated to either promote DNA repair or trigger apoptosis if damage is irreparable^71^. Our findings show that MCL‑1 protects HFSCs from P53‑mediated apoptosis during proliferation stress, ensuring their survival and enabling successful hair regeneration. The interplay between P53 and MCL‑1 provides a framework for understanding how proliferation stress and apoptosis are balanced during tissue regeneration, with potential relevance to stem cell regulation across different tissues. It has been previously shown that P53‑mediated DNA damage response is triggered when quiescent lung stem cells are activated and undergo a transient state for regeneration while it remains to be determined whether MCL‑1 also plays an important role in the process^72^.

The interplay between different pro‑survival and pro‑apoptotic members of the BCL‑2 protein family controls cell fate. Pro‑survival BCL‑2 family members regulate cell survival by sequestering BH3‑only proteins and multi‑BH domain effectors, BAX, BAK, and BOK^18^. Unlike other pro‑survival BCL‑2 members, MCL‑1 exhibits both anti‑apoptotic and apoptosis unrelated functions. To address whether the HF phenotypes associated with *Mcl‑1* deficiency arise from its anti‑apoptotic function, we deleted pro‑apoptotic BCL‑2 family members that function upstream and downstream of MCL‑1. Remarkably, deletion of even a single *Bak* allele completely prevented the hair regeneration defects and the loss of HFSCs caused by *Mcl‑1* deficiency, indicating that BAK plays a crucial role in promoting apoptosis in HFs, with MCL‑1 primarily functioning to restrain BAK. However, whether MCL‑1 predominantly inhibits one of BAK, BAX or BOK, or a combination of these proteins remains an open question. Interestingly, a recent study in the brain showed that conditional knockout of *Mcl‑1* led to progressive white matter degeneration, myelination defects, and the loss of mature oligodendrocyte populations, and deletion of a single *Bak* allele prevented these defects^73^. The BH3‑only proteins PUMA, NOXA and BIM have been shown to physically interact with MCL‑1 thereby unleashing BAK and BAX from restraint to promote apoptosis^74–76^. Our data indicate that *Bim* deletion only partially rescues hair regeneration defects caused by *Mcl‑1* deficiency, suggesting that other BH3‑only protein(s) alongside BIM act upstream of MCL‑1 to initiate the apoptotic cascade in HFs. Collectively, our data reveal that BIM, alongside other pro‑apoptotic BH3‑only proteins, interacts with MCL‑1 in HFs, to unleash the pro‑apoptotic effector BAK to drive apoptosis in HFs.

The expression of MCL‑1 can be regulated through multiple mechanisms, including transcriptional, translational, and post‑translational controls. Our findings suggest that, in both cultured primary keratinocytes and HFs, MCL‑1 expression is subjected to post‑transcriptional regulation by the ERBB signaling pathway. The cyclical nature of hair growth is orchestrated by a complex regulatory network involving various growth factors, including EGF^77,78^. While EGFR‑deficient mice do not survive embryonic development, mutant strains with EGFR signaling defects survive for up to 3 weeks post‑birth, displaying impaired skin and hair growth^79,80^. Moreover, the overexpression of a dominant negative mutant of EGFR in K5‑expressing cells, including the skin epidermis and ORS, did not perturb HF morphogenesis but caused progressive hair loss^81^. This aligns with observations from our constitutive *Mcl‑1* knockout mouse model, although the impact on HFSCs was not addressed in the previous study. Additionally, transgenic mice overexpressing EGF demonstrated prolonged anagen phase and a failure to undergo catagen due to a reduced apoptosis^78^. Consistent with this, we noted a downregulation of ERBB signaling in the apoptotic strand during catagen, which was associated with decreased levels of MCL‑1 and p‑S6 proteins. These findings suggest that ERBB signaling modulates MCL‑1 expression through translational control mechanisms, particularly during periods of heightened apoptosis and regression in the hair cycle, while it remains to be determined which ligands and receptors may play a dominant role in regulating MCL‑1 protein levels in different subsets of HF cells. Moreover, afatinib and erlotinib treatment in mice reduced MCL‑1 protein levels and prevented the initiation of HF regeneration following depilation. Together, these results underscore the pivotal role of ERBB signaling in hair regeneration and HFSC maintenance by regulating the protein translation of the pro‑survival *Mcl‑1* gene. Importantly, our scRNA‑seq profiling data suggest that multiple ligands and ERBB receptors are expressed in skin cells, posing a challenge in identifying which ligands and receptors play key roles in different skin cell lineages.

In conclusion, this study sheds light on the crucial role of the pro‑survival BCL‑2 family member, MCL‑1, in regulating HF regeneration during adulthood. Our findings demonstrate that MCL‑1 is essential for the survival of activated HFSCs during hair regeneration but dispensable for quiescent HFSCs. We reveal a crucial interplay between pro‑survival and pro‑apoptotic BCL‑2 family members, notably BAK, in controlling cell fate during HF regeneration. Importantly, our data highlight the interplay between P53 and MCL‑1, offering new insights into balancing proliferation stress and apoptosis during tissue regeneration, with *Trp53* deletion rescuing the hair regeneration defects caused by *Mcl‑1* loss. Furthermore, we mapped the molecular and cellular dynamics during the early stages of HF regeneration, providing a comprehensive skin cell atlas and identifying key gene expression programs that govern this process. The ERBB signaling pathway also emerged as a regulator of HF regeneration through its promotion of MCL‑1 expression. Together, this study advances our understanding of the molecular mechanisms underlying HF regeneration and offers new insights into how stem cell survival and tissue regeneration are orchestrated. These findings may have broader implications for controlling the survival of stem and progenitor cells in tissue regeneration and cancer expansion.

## Methods

### Mice

*Mcl‑1*^*f/f*^ (FVB/C57BL/6 mixed background)^82^, *Bim*^*−/−*^ (C57BL/6 background)^55^, *Bak*^*−/−*^ (C57BL/6 background)^58^, *Trp53*^*f/f*^ (mixed background)^83^, and *Rosa26*^*mTmG*^^40^ (C57BL/6 background) have been described previously. *Keratin 5 (K5)‑Cre*^84^, (C57BL/6 background), *K5‑Cre*^*ER*^ (C57BL/6 background) and *Lgr5‑T2A‑Cre*^*ER 47*^were gifts from Dr J. Takeda (Osaka University, Japan), Dr B. Hogan (Duke University Medical Center) and Dr Nick Barker (A*STAR, Singapore), respectively. The *K5‑Cre/Mcl‑1, K5‑Cre/Mcl‑1/Bak* and *K5‑Cre*^*ER*^*/Mcl‑1* lines were backcrossed with FVB wild types for more than 10 generations. A mix of both male and female mice were used for all experiments and no gender‑based differences were observed. All animals used in this study were bred and housed in individually ventilated cages in specific pathogen‑free holdings with temperature and light control (12 h light and dark cycle).

*K5‑Cre*^*ER*^ mediated deletion of floxed *Mcl‑1* or *Trp53* alleles was carried out by placing mice on an irradiated tamoxifen diet (Envigo). To inhibit ERBB signaling, afatinib (50 mg/kg body weight/day) and erlotinib (25 mg/kg body weight/day) were administered by oral gavage at p55 until the end of the experiment as indicated. To induce hair regeneration, the dorsal skin was shaved, and a wax strip was used to completely remove the hair from the dorsal skin. All animal experiments were carried out under the approval of and guidelines of the SingHealth Institute Animal Care and Use Committee, and WEHI institutional guidelines in approval by the WEHI Animal Ethics Committee.

### Histology and immunofluorescent staining

Skin was fixed in 4% paraformaldehyde for 24 h at room temperature, embedded in paraffin, sectioned at 8 µm and stained with hematoxylin and eosin (H&E). For immunofluorescent staining, slides were re‑hydrated through a descending series of ethanol to water. Antigen retrieval was performed using a pressure cooker for 10 min at the highest pressure in sodium citrate solution (pH 6). Slides were cooled down on ice and washed in tap water before blocking with PBS containing 0.1% Triton X‑100 in PBS, 10% horse serum, and 2% mouse serum on mouse blocking reagent for 30 min. Slides were washed in PBS containing 0.01% Triton X‑100 and blocked with antibodies in PBS containing 0.01% Triton X‑100 and 1% Horse serum. For immunofluorescent staining, the following antibodies were used: anti‑MCL‑1 (rabbit, clone D2W9E, 1:300), anti‑BCL‑XL (rabbit, clone 54H6, 1:200), anti‑BIM (rabbit, clone C34C5, 1:100), anti‑BAK (rabbit, clone D4E4, 1:100), anti‑activated (i.e. cleaved) CASPASE‑3 (rabbit, clone 5A1E, 1:100), anti‑pHER2/pErbB2 (Y1221/1222) (rabbit, clone 6B12, 1:100), anti-phospho-histone H2A.X (Ser139) (rabbit, clone 20E3, 1:200), anti‑P‑S6 ribosomal protein (S240/244) (rabbit, clone D68F8, 1:100), anti‑LEF1 (rabbit, clone C12A5, 1:100), anti‑PCNA (mouse, clone PC10, 1:100), and anti‑E‑Cadherin (Rabbit, clone 24E10, 1:200) antibodies from Cell Signaling; anti‑mouse P‑CADHERIN (goat, clone AF761, 1:400) antibody from R&D systems; anti‑mouse CD34 (rat, clone RAM34, 1:50) antibody from eBiosciences; anti‑pan‑cytokeratin (AE‑13) (mouse, clone sc‑57012, 1:300), anti‑CLAUDIN‑1 (mouse, clone A‑9, 1:100), as well as anti‑KRT15 (mouse, clone LHK15, 1:200) antibodies from Santa Cruz; anti‑GATA3 (mouse, clone L50‑823, 1:50) antibody from BD Pharmingen; anti‑FILAGGRIN antibody (rabbit, 1:100) from BioLegend; anti‑DESMOPLAKIN (rabbit, 1:100) and anti‑PLECTIN (rat, 1:100) antibodies from BiCell; anti‑GFP (chicken, 1:300), anti‑LORICRIN (rabbit, 1:100), anti‑CD4 (Rabbit, EPR19514, 1:200), and anti‑CD8 (rabbit, EPR21769, 1:200) antibodies from Abcam; anti‑RFP antibody (rabbit, 1:200) from Rockland; anti‑KRT14 (rat, 1:1000), anti‑KRT‑10 (rabbit, 1:1000) and anti‑KRT6 (rat, 1:1000) antibodies from Chen Ting Lab. Images were acquired with a Leica TCS SP8 confocal microscope. Microscopy data were analyzed using ImageJ. RGB images were assembled and labeled with Adobe Illustrator.

### Skin and mammary cell preparation from adult mammary tissue for fluorescence‑activated cell sorting (FACS) analysis

To sort for skin cells in telogen stage, subcutaneous fat was removed with a scalpel. Skin was cut into small pieces and floated, dermis side down on 0.25% trypsin at 37 °C for 30 min. Skin epithelial cell suspensions were obtained by gentle scrapping with a scalpel. 5% FBS was added to inactivate trypsin, and single cell suspensions were obtained by passing through a 40 µm strainer. For isolating skin cells in anagen stage, skin was cut into small pieces and digested in 300 U/mL collagenase (Sigma) and 100 U/mL hyaluronidase (Sigma) in HBSS (GIBCO) at 37 °C for 1–2 h. The digested tissues were centrifuged and resuspended in 0.25% Trypsin (GIBCO) and incubated at 37 °C for 20 min. 5% FBS was added to inactivate trypsin, and single cell suspensions were obtained by passing through a 40 µm strainer. Mammary glands from adult virgin female mice were collected. Single‑cell suspensions were prepared essentially as previously described^85^.

### Fluorescence‑activated cell sorting (FACS) analysis

Non‑specific staining of cells was blocked by incubation with rat γ‑globulin (Jackson Laboratories) and anti‑CD16/CD32 Fcγ III/II receptor antibody (BD Pharmingen) for 10 min. Antibody incubations were then performed on ice for 30 min. The following antibodies were used: APC/cy7 anti‑mouse/rat CD29 (rat, clone HM1‑1, Cat. no. 102226, 1:200), Pacific Blue anti‑mouse CD24 (rat, clone M1/69, Cat. no. 101820, 1:200), eFluor 450 anti‑mouse CD34 (rat, clone RAM34) antibody from eBioscience; PE‑Cy7 anti‑mouse SCA‑1 (Ly‑6 A/E) (rat, clone D7), BUV395 anti‑human CD49f (integrin α6 chain) (rat, clone GoH3), BV711 anti‑human CD4 (mouse, L120 (RUO)), APC anti‑mouse CD31 (rat, clone MEC13.3), APC anti‑mouse CD45 (rat, clone 30‑F11), APC anti‑mouse TER119 (rat, clone TER119) antibodies from BD Pharmingen, PE anti‑mouse Tspan8 (rat IgG2b clone no. 657909, Cat. no. FAB6524P, 1:75) and APC anti‑mouse Tspan8 (Rat IgG2b clone no. 657909, Cat. no. FAB6524A, 1:75) from R&D Systems. To exclude dead cells, cells were resuspended in 0.2 µg/mL 7‑AAD (CAYMAN) before analysis. The Lin^–^ cell population was defined by TER119^‑^CD31^‑^CD45^‑^. FACS analysis was performed on a LSRFortessa (Becton Dickinson), while FACS sorting was performed on an AriaII (Becton Dickinson). FACS data were analyzed using FlowJo software (TreeStar).

### scRNA‑seq data analysis

The 10x Genomics Chromium sequencing data were processed using Cell Ranger 6.1.2. The filtered count matrix from Cell Ranger was used for analysis. 

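The mean number of deposited barcodes per library was 10171.8, from 7307 at 0 h to 13878 at 4 d. Each UMI comes from at least 1 read, so the UMI totals of the libraries are lower bounds on their reads.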

An average of ~22 million reads and ~10,000 cells were obtained for each sample. Quality control was first performed before the downstream analysis. Cells with detected genes fewer than 500 and with mitochondria read percentage greater than 10% were removed for each sample, as these cells are likely to be damaged cells and of low quality. 

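With these limits, 2364 barcodes had fewer than 500 detected genes and 5372 had more than 10% mitochondrial UMIs.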

Cells with detected genes greater than 6000 or 7000 were removed for different samples, as these cells are likely to be doublets or outliers.

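Since the paper's text does not say which samples had which limit, 7000 was used for all libraries and 6000 as an alternative. Above 7000 genes lay 55 barcodes and between 6000 and 7000 lay 367.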

After quality control, Seurat (v4.1.1)^17^ standard pipeline was performed on each sample. The scRNA‑seq data was first normalized by using the NormalizeData function. Then, top 2000 highly variable genes (HVGs) were selected by FindVariableFeatures function. Normalized expression data of the 2000 HVGs were scaled to have a mean of 0 and a variance of 1 by ScaleData function. For dimension reduction, the principal component analysis (PCA) was performed on HVGs using RunPCA function, and Uniform manifold approximation and projection (UMAP) was performed on the first 30 PCs. The doublet prediction step was added to the standard pipeline to predict the potential doublets using scDblFinder (v1.10.0)^86^ on the PCA results. Clusters were identified by FindNeighbors function and FindClusters function with an appropriate resolution value. Cell type annotation was done by using known marker genes from previous studies^48,49^. The annotated HF cells were then kept without doublets, and the same Seurat pipeline was performed on HF cells of each sample.

Integration analysis of singlets of all the samples (0 h, 4 h, 16 h, 2 d, 4 d and 6 d) was performed using the Seurat anchor‑based integration pipeline. Normalization and HVG selection were first performed on each sample. Anchor genes among samples were identified by using the SelectIntegrationFeatures function. Anchors were identified by FindIntegrationAnchors function using the anchor genes. The IntegrateData function was then used to integrate all samples together taking the anchors as input. The integrated assay was then scaled. PCA and UMAP were performed to obtain the reduced dimensions. Clusters were identified with resolution of 0.2. Cell types were annotated using known marker genes. HF cells from integration analysis were extracted, and the Seurat integration pipeline was performed again on HF cells only. Positive marker genes of each cell type were identified by FindAllMarkers function with log2 fold change threshold of 0.25 on the RNA assay. RNA velocity analysis was performed after integration analysis of HF cells. Velocyto^87^ was used to obtain the spliced and unspliced count for each sample. scVelo^88^ was used to estimate RNA velocity.

Pseudobulk samples were constructed by aggregating counts of each cell type of each sample for pseudotime course analysis. Pseudotime course analysis were performed for each cell type following the edgeR time course analysis workflow^89^. The quasi‑likelihood method in edgeR^90^ was used to identify the DE genes along pseudotime course, and KEGG analysis was performed using edgeR’s kegga function in edgeR on the up and down‑regulated DE genes from the linear‑trend coefficient.

Hair germ (HG) cells were identified from an integrated Seurat analysis of HF cells from the 0 h, 4 h and 16 h samples. Read counts were extracted for the HG cells from these three samples and a differential expression analysis taking each HG cell as a sample was undertaken using the new quasi‑likelihood pipeline in edgeR v4^91^. DE genes were obtained for 4 h vs 0 h, for 16 h vs 0 h and for the average of 4 h and 16 h vs 0 h. KEGG analysis of the gene lists was performed using edgeR’s kegga function.

For DE analysis of hair germ cells, the hair germ cells of 0 h, 4 h and 16 h samples were obtained from Seurat integration analysis of HF cells of the three samples. The 4 h and 16 h samples were merged and assigned to the same group 4h_16h. The single cell level quasi‑likelihood method in edgeR was used to identify the DE genes between 4h_16h and 0 h taking each cell as a sample. KEGG analysis was performed by using kegga function.

### In vitro colony formation assays

FACS sorted Lin^–^/CD49f^+^/CD34^+^/SCA‑1^–^ cells from *K5‑Cre/Mcl‑1*^*f/f*^*, K5‑Cre/Mcl‑1*^*f/f*^*/Bak*^*‑/‑*^*, K5‑Cre/Mcl‑1*^*f/f*^*/Bak*^*+/‑*^ and *Mcl‑1*^*f/f*^ or *Mcl‑1*^*f/+*^ mice were obtained and cultured on a feeder layer of mitomycin C‑treated NIH3T3 cells at 37 °C, 5% CO2. Keratinocytes were cultured in keratinocyte serum free medium (GIBCO) for 14days, then fixed and stained with 1% (wt/vol) Rhodamine B (Sigma). Numbers of colonies from scanned images of plates were counted using ImageJ.

### Western blotting

FACS sorted skin cell sub‑populations and cultured keratinocytes were directly lysed on ice with lysis buffer (50 mM Tris‑HCl (pH 7.6), 150 mM NaCl, 1% Triton‑X100) containing 1x complete mini protease inhibitor cocktail (Roche). The following primary antibodies were used for Western blotting: anti‑MCL‑1 (rabbit, clone D2W9E, 1:1000), anti‑BCL‑XL (rabbit, clone 54H6, 1:1000), anti‑BCL‑W (rabbit, clone 31H4, 1:500), anti‑BIM (rabbit, clone C34C5, 1:1000), anti‑BAK (rabbit, clone D4E4, 1:1000), anti‑p‑EGFR (Y1068) (rabbit, clone D7A5, 1:500), anti‑pHER2/pErbB2 (Y1221/1222) (rabbit, clone6B12, 1:100), anti‑P‑S6 ribosomal protein (S235/236) (rabbit, clone D57.2.2E), anti‑P‑S6 ribosomal protein (S240/244) (rabbit, clone D68F8, 1:100), anti‑p‑eIF4B (S422) (rabbit, 1:1000), anti‑p‑eEF2K (S366) (rabbit, 1:1000), anti‑p‑P70 S6 kinase (Thr389) (rabbit, clone 108D2, 1:1000), anti‑P70 S6 kinase (rabbit, clone 49D7, 1:1000) antibodies from Cell Signaling; anti‑BCL‑2 (mouse, clone C‑2, 1:1000) antibody from SantaCruz; anti‑BAX (rat, gift from David Huang (WEHI, 1:1000). The following secondary antibodies were used: anti‑mouse IgG (H + L)‑HRP (goat, 1:10000), anti‑rabbit IgG (H + L)‑HRP (goat, 1:10000) antibodies from Bio‑Rad; anti‑rat IgG (H + L)‑HRP (goat, 1:30000) antibody from Bethyl Laboratories. The chemiluminescence Immobilon® Forte Western HRP substrate (MerkMillipore) was used to detect proteins by Western blotting.

### Cell culture experiments

To establish cell lines from the skin of FVB/N mice, dorsal skin was removed from newborn mice and placed in 0.4 mg/mL dispase in PBS for 1 h at 37 °C. The epidermis was separated from the dermis and digested in 0.25% trypsin (GIBCO) at 37^o^C for 10 min. 5% chelated FBS was added to inactivate trypsin and skin epithelial cells were collected by centrifugation and cultured in keratinocyte serum‑free medium (GIBCO). All cell lines were cultured at 37 °C with 5% CO_2_. For experiments using the kinase screening library, keratinocytes were cultured with 2 µM of each compound (CAYMAN; 96‑well; item 10505; batch: 0577971) according to the ascending list starting at well A1 to H12 of plate 1 followed by plate 2, irrespective of the drug target. As controls, keratinocytes were also cultured with DMSO and cycloheximide (CHX) (100 µg/mL), respectively. As MCL‑1 protein has a short half‑life, keratinocytes treated with CHX served as a positive control. Gel images were scanned, and the intensities of signals were calculated using ImageJ. The MCL‑1 versus Actin intensity ratio for each treatment was normalized to DMSO treated cells within each gel. To verify the kinase screening library, keratinocytes were cultured with 2 µM of compounds from the library that target the EGFR/ERBB2 signaling pathway. Keratinocytes also were cultured for 24 h with an independent dual inhibitor targeting EGFR/ERBB2, afatinib, at the indicated concentrations at 37 °C.

### RT‑qPCR

FACS sorted skin cell subpopulations were obtained as described above and total RNA was prepared by using the RNeasy Micro kit (Qiagen). Equal amounts of RNA were added to the reverse‑transcriptase reaction mix. Real‑time PCR was conducted using a CFX96TM Real‑Time system (Bio‑Rad) with PowerUP SYBR Green master mix (AppliedBiosystems). Relative expression of *Mcl‑1, Bim, Bak, Beta-actin* mRNA was calculated using the delta‑delta Ct (2^−ΔΔCt^) method. Sequences of primers used for the real-time PCR can be found in our supplementary methods.

### Statistical analysis

Data are presented as the mean value ± standard error of mean (S.E.M.). All graphs were prepared in GraphPad Prism. Statistical analyses were performed using the unpaired two‑tailed Student’s *t*‑test in GraphPad Prism, with *p* < 0.05 considered significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

All the data generated and analyzed during this study are included in this published article and its supplementary information files. The scRNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) depository under the accession code: GSE256251. The source data are provided with this article. Source data are provided with this paper.

# Supplementary material for: MCL‑1 safeguards activated hair follicle stem cells to enable adult hair regeneration
**Source:** Nat Commun. 2025 Mar 22;16:2829. doi: 10.1038/s41467-025-58150-5
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).  
Please do not complete any field with "not applicable" or n/a. Refer to the help text for what text to use if an item is not relevant to your study.  
For final submission: please carefully check your responses for accuracy; you will not be able to make changes later.

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br>Only common tests should be described solely by name; describe more complex techniques in the Methods section.                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. Z, t, F, chi-squared) with confidence intervals, effect sizes, degrees of freedom and p value noted<br>Give P values as exact values whenever suitable.                                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's d, Pearson's r), indicating how they were calculated                                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                   |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Data collection method is described in the Method section. Software used:<br>GraphPad Prism 10 Software<br>ImageJ<br>Flowjo software (Treestar) v10.9.0<br>LASX Office 1.4.7 28921<br>Cell Ranger 6.1.2<br>Adobe illustrator 2024 |
| Data analysis   | Data analysis method is described in the Method section. Software used:<br>GraphPad Prism 10 Software<br>ImageJ<br>Flowjo software (Treestar) v10.9.0<br>LASX Office 1.4.7 28921<br>Cell Ranger 6.1.2<br>Adobe illustrator 2024   |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The GEO accession number for the scRNA-seq data is: GSE256251 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE256251>)

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#) See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#)

Reporting on sex and gender N/A

Reporting on race, ethnicity, or other socially relevant groupings N/A

Population characteristics N/A

Recruitment N/A

Ethics oversight N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size The sample size employed in this study was determined based on the minimum number required to attain statistical significance. The estimated sample size was n = 4-9 per group. For confocal image analysis, sample size was n=3-8 per group. For sc-RNA seq data, n=2 mice per time point (0 h, 4 h, 6 h, 2 d, 4 d, 6 d post-depilation).

Data exclusions Mice that did not survive due to sickness / fighting wounds were excluded.

Replication In vivo experimental findings were reproducible as shown across multiple animals over multiple surgical cohorts. In vitro experimental findings were independently reproduced at least 3 times unless specified. All attempts at replication were successful.

Randomization Mice were not randomized because they were genetically identical within groups. The relevant experimental controls were used in each experiment as described in this paper.

Blinding The investigators were aware of the genetic backgrounds and experimental treatments for all experiments.

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

Study description N/A

Research sample N/A

Sampling strategy N/A

Data collection N/A

Timing N/A

Data exclusions N/A

Non-participation N/A

Randomization N/A

# Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                          |     |
|--------------------------|-----|
| Study description        | N/A |
| Research sample          | N/A |
| Sampling strategy        | N/A |
| Data collection          | N/A |
| Timing and spatial scale | N/A |
| Data exclusions          | N/A |
| Reproducibility          | N/A |
| Randomization            | N/A |
| Blinding                 | N/A |

Did the study involve field work? ☐ Yes ☒ No

## Field work, collection and transport

|                        |     |
|------------------------|-----|
| Field conditions       | N/A |
| Location               | N/A |
| Access & import/export | N/A |
| Disturbance            | N/A |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

| Materials & experimental systems                                                           | Methods                                                                             |
|--------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------|
| n/a                                                                                        | n/a                                                                                 |
| <input type="checkbox"/> <input checked="" type="checkbox"/> Antibodies                    | <input checked="" type="checkbox"/> <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> <input type="checkbox"/> Eukaryotic cell lines         | <input type="checkbox"/> <input checked="" type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> <input type="checkbox"/> Palaeontology and archaeology | <input checked="" type="checkbox"/> <input type="checkbox"/> MRI-based neuroimaging |
| <input type="checkbox"/> <input checked="" type="checkbox"/> Animals and other organisms   |                                                                                     |
| <input checked="" type="checkbox"/> <input type="checkbox"/> Clinical data                 |                                                                                     |
| <input checked="" type="checkbox"/> <input type="checkbox"/> Dual use research of concern  |                                                                                     |
| <input checked="" type="checkbox"/> <input type="checkbox"/> Plants                        |                                                                                     |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>The following antibodies for western blotting were used at indicated dilutions:<br/>anti-MCL-1 (rabbit, clone D2W9E, 1:300), anti-BCL-XL (rabbit, clone 54H6, 1:200), anti-BIM (rabbit, clone C34C5, 1:100), anti-BAK (rabbit, clone D4E4, 1:100), anti-activated (i.e. cleaved) CASPASE-3 (rabbit, clone 5A1E, 1:100), anti-pHER2/pErbB2 (Y1221/1222) (rabbit, clone 6B12, 1:100), anti-P-S6 ribosomal protein (S240/244) (rabbit, clone D68F8, 1:100), anti-LEF1 (rabbit, clone C12A5, 1:100), anti-PCNA (mouse, clone PC10, 1:100 ), and anti-E-Cadherin (Rabbit, clone 24E10, 1:200) antibodies from Cell Signaling; anti-mouse P-CADHERIN (goat, clone AF761, 1:400 ) antibody from R&amp;D systems; anti-mouse CD34 (rat, clone RAM34, 1:50) antibody from eBiosciences; anti-pan-cytokeratin (AE-13) (mouse, clone sc-57012, 1:300), anti-CLAUDIN-1 (mouse, clone A-9, 1:100), as well as anti-KRT15 (mouse, clone LHK15, 1:200 ) antibodies from Santa Cruz; anti-GATA3 (mouse, clone L50-823, 1:50 ) antibody from BD Pharmingen; anti-FILAG-GRIN antibody (rabbit, 1:100) from BioLegend; anti-DESMOPLAKIN (rabbit, 1:100) and anti-PLECTIN (rat, 1:100) antibodies from BiCell; anti-GFP (chicken, 1:300), anti-LORICRIN ( rabbit, 1:100), anti-CD4 (Rabbit, EPR19514, 1:200), and anti-CD8 (rabbit, EPR21769, 1:200) antibodies from Abcam; anti-RFP antibody (rabbit, 1:200) from Rockland; anti-KRT14 (rat, 1:1000), anti-KRT-10 (rabbit, 1:1000) and anti-KRT6 (rat, 1:1000) antibodies from Chen Ting Lab.</p> <p>The following commercially available antibodies for FACS analysis were used at indicated dilutionsL<br/>APC/cy7 anti-mouse/rat CD29 (rat, clone HM1-1, Cat. no. 102226, 1:200), Pacific Blue anti-mouse CD24 (rat, clone M1/69, Cat. no. 101820, 1:200), eFluor 450 anti-mouse CD34 (rat, clone RAM34) antibody from eBioscience; PE-Cy7 anti-mouse SCA-1 (Ly-6A/E) (rat, clone D7), BUV395 anti-human CD49f (integrin 6 chain) (rat, clone GoH3), BV711 anti-human CD4 (mouse, L120 (RUO)), APC anti-mouse CD31 (rat, clone MEC13.3), APC anti-mouse CD45 (rat, clone 30-F11), APC anti-mouse TER119 (rat, clone TER119) antibodies from BD Pharmingen, PE anti-mouse Tspan8 (rat IgG2b clone no. 657909, Cat. no. FAB6524P, 1:75) and APC anti-mouse Tspan8 (Rat IgG2b clone no. 657909, Cat. no. FAB6524A, 1:75) from R&amp;D Systems.</p> |
| Validation      | <p>All antibodies utilized in this study are commercially available, with the exception of anti-KRT14, anti-KRT10 and anti-KRT6 antibodies from Chen Ting lab. These antibodies were previously published here (Lu et al., eLife, 2020; PMID: 31898934).</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |     |
|----------------------------------------------------------------------|-----|
| Cell line source(s)                                                  | N/A |
| Authentication                                                       | N/A |
| Mycoplasma contamination                                             | N/A |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | N/A |

## Palaeontology and Archaeology

|                                                                                                                                                 |     |
|-------------------------------------------------------------------------------------------------------------------------------------------------|-----|
| Specimen provenance                                                                                                                             | N/A |
| Specimen deposition                                                                                                                             | N/A |
| Dating methods                                                                                                                                  | N/A |
| <input type="checkbox"/> Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information. |     |
| Ethics oversight                                                                                                                                | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                       |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | All mice included in this study was either of FVB/C57BL/6 mixed background or C57BL/6 background as indicated in our methods section. The sources of our mice is indicated in our methods section. All mice used in this study range from 5 days to 5 months of age depending on the experiments. new born pups were used for the isolation of primary keratinocytes. |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                                                                                                                              |
| Reporting on sex        | Males were used for sc-RNA seq. Mixed genders were used for other experiments.                                                                                                                                                                                                                                                                                        |
| Field-collected samples | No field-collected samples were used in this study.                                                                                                                                                                                                                                                                                                                   |
| Ethics oversight        | All animal experiments were carried out under the approval of and guidelines of the SingHealth Institute Animal Care and Use Committee, and WEHI institutional guidelines in approval by the WEHI Animal Ethics Committee.                                                                                                                                            |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [Guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |     |
|-----------------------------|-----|
| Clinical trial registration | N/A |
| Study protocol              | N/A |
| Data collection             | N/A |
| Outcomes                    | N/A |

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

| No                                  | Yes                                                 |
|-------------------------------------|-----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other significant area |

## Experiments of concern

Does the work involve any of these experiments of concern:

| No                                  | Yes                                                                                                  |
|-------------------------------------|------------------------------------------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | N/A |
| Novel plant genotypes | N/A |
| Authentication        | N/A |

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                             |     |
|-------------------------------------------------------------|-----|
| Data access links<br>May remain private before publication. | N/A |
| Files in database submission                                | N/A |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )      | N/A |

### Methodology

|                         |     |
|-------------------------|-----|
| Replicates              | N/A |
| Sequencing depth        | N/A |
| Antibodies              | N/A |
| Peak calling parameters | N/A |
| Data quality            | N/A |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation Dorsal skin of mice were subjected to enzymatic digestion by trypsin / collagenase / hyaluronidase. Details are included in the methods section

Instrument LSRForetessa (Becton Dickinson)

Software Flowjo v10.9.0 (Treestar)

Cell population abundance 150,000-250,000 events

Gating strategy Live cells > CD31/Cd45/Ter119 negative > CD49f+ > CD34 / SCA-1

☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

Design type N/A

Design specifications N/A

Behavioral performance measures N/A

Imaging type(s) N/A

Field strength N/A

Sequence & imaging parameters N/A

Area of acquisition N/A

Diffusion MRI ☐ Used ☐ Not used

### Preprocessing

Preprocessing software N/A

Normalization N/A

Normalization template N/A

Noise and artifact removal N/A

Volume censoring N/A

### Statistical modeling & inference

Model type and settings N/A

Effect(s) tested N/A

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference

N/A

(See [Eklund et al. 2016](#))

Correction

N/A

## Models & analysis

n/a | Involved in the study

☒ ☐ Functional and/or effective connectivity

☒ ☐ Graph analysis

☒ ☐ Multivariate modeling or predictive analysis

Functional and/or effective connectivity

N/A

Graph analysis

N/A

Multivariate modeling and predictive analysis

N/A

How the deposited data were processed for this re-analysis (not part of the article)

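The single-cell data are 6 libraries of dorsal skin cells, 1 per time point (0 h, 4 h, 16 h, 2 d, 4 d and 6 d post depilation), each made from the mixed cells of 2 mice. The time points are therefore conditions with 1 sample each, the mice of a library cannot be separated, and no test between 2 time points was possible. The authors aligned and counted the reads with Cell Ranger and deposited its filtered matrices, whose values are raw UMI counts per gene and barcode without normalization. Barcodes with few genes or many mitochondrial UMIs are still in them, so the study's own cell filters come after this step. The genome build, the annotation and the treatment of intronic reads are not stated in the paper's text. The study's cluster labels, doublet calls and tables of differentially expressed genes were not used here.

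Cells were kept with at least 500 and at most 7000 detected genes and at most 10% mitochondrial UMIs. Doublets were scored within each library with Scrublet in scanpy 1.11.5, and in each library the cells with the highest scores were removed, as many as a rate of 0.8% per 1000 barcodes gives. Scrublet's own threshold called 1452 cells in all, with 1 or none in some libraries, and was not used. The doublet caller named in the paper's methods was not available. Libraries were normalized, reduced to 2000 variable genes and 30 principal components, joined with the anchor-based integration of Seurat 5.3.0 (reciprocal principal components, as the paper's text does not name the reduction) and clustered on the shared neighbour graph. The resolution was 0.2 for all skin cells, 0.4 for HF cells and 0.4 for the HF cells of 0 h, 4 h and 16 h.

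The resolution for HF cells departs from the paper's 0.2. At 0.2 an OB3 cluster came and went with the random seed and with the linear algebra library of the computer, and time course results of an earlier clustering at 0.2 had been seen by then, with 0 OB1 genes called on the scale of hours and far more on the log2(hours + 1) scale. A rule on cluster names alone was then set: 0.2 if at least 18 of 20 seeds gave OB1, OB2 and OB3 clusters, and otherwise 0.4 by the same limit. At 0.2 it was 13 of 20 seeds and at 0.4 20 of 20, before any time course result at 0.4 was seen. Clusterings at both resolutions and over the seeds are given as alternatives, and the linear algebra library was fixed.

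So that cell types do not rest on the gene lists or on the cell cycle, 1008 genes were kept out of the clustering. Of these, 629 were members of a list set beforehand and 379 had a correlation above 0.2 with the cell cycle genes. Other reported genes could enter the clustering, as did Col14a1 and 547 of the 1902 OB1 genes called on the log2(hours + 1) scale. Each cluster was named from marker lists taken from the paper's figures and from general knowledge, by the list with the highest mean log2 fold change between the cluster and the other clusters, with at least 3 of its markers higher by 0.5 on the log2 scale and detected in at least 10% of the cluster's cells. The HF cells taken into the next clustering were those of the OB, uHF.B, uHF.SB, IRS1 and IRS3 clusters. OB stands for OB1, OB2 and OB3 together. Ccl27a and Ddit3, whose symbols occur more than once in the files, were left out of the lists.

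The design, the tests, the gene lists, the markers, the rule for naming genes and most of the alternatives were set before the data were examined. The doublet rule, the reduction used for anchors, the exclusion of genes by correlation, the naming score, the resolutions, the form of the count filter, the robust option of the fit and OB as the sum of its 3 clusters were settled after the data were seen, as were a fit without the robust option, the time course at the halved resolution, the clustering seeds and a test of the gene lists among non-cycling cells.

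For each cell type with at least 20 cells in every library, counts were summed per library and tested over the time course with edgeR 4.0.16 in R 4.3.3. TMM factors, filterByExpr with the design, and a quasi-likelihood fit with the robust option were used. The design was a natural cubic spline of hours with 3 degrees of freedom, rotated so that its leading coefficient is the linear trend, and the F test took all of its coefficients. Trends are given as log2 changes over the whole time course. The degrees of freedom, the time scale and the count filter are not stated in the paper's text. With 6 libraries this leaves 2 residual degrees of freedom. Genes were called at an FDR of 0.05 after Benjamini-Hochberg adjustment over all genes tested, and for the Bcl-2 family and the ERBB receptors and ligands also adjusted over the list alone.

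Cycling and non-cycling OB1 cells were summed for each library with at least 10 cells in both sums and compared with the library as block in the same way, and the 10 cycling markers were left out of the results. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, and with fry and an estimated correlation. The 14 lists are mismatch repair, DNA replication, the cell cycle members of P53 signaling, its other members, direct P53 targets, cell cycle, focal adhesion, ECM-receptor interaction, pluripotency signaling, proteasome, spliceosome, TNF signaling, TGF-beta signaling and MAPK signaling. For shares of cells with a UMI and of cycling cells, each cell was thinned to 2000 UMIs and shallower cells were left out. HG sums were compared as ratios of CPM with 1 added, for genes with at least 20 UMIs in the 3 sums, against 10000 random lists.

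The genes named are those in the paper's sentences on these data, the Bcl-2 and ERBB lists, the genes with the largest linear trends among called OB1 genes and, between cycling and non-cycling cells, the members of the mismatch repair and P53 lists with the largest change that went the same way in every library.

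The tests were run on simulated counts with the depths of these sums. A log2 change of 2 over the time course was recovered with a median of 2.09 in sums like those of OB1 cells. Of 192 changed genes among 10785 in those sums, 125 were called, with 2 false calls, at a biological coefficient of variation of 0.2. In sums like those of OB2 cells 110 of 187 were called with 3 false calls, OB3 98 of 191 with 10, uHF.B 125 of 196 with 3, uHF.SB 132 of 194 with 3 and melanocytes 65 of 169 with 7, and on the log2(hours + 1) scale in OB1 91 of 190 with 8. In OB3, in melanocytes and in OB1 on the log2(hours + 1) scale false calls made up a larger share than the FDR of 0.05. For cycling against non-cycling cells, 186 of 195 were called, with 10 false calls, at a coefficient of 0.15. The variation left around the curve of hours in the data was larger, at 0.361 to 0.435 across the HF cell types and 0.381 in OB1 cells, so the fit to the data is likely to detect fewer genes than these shares. With no gene changed, 0 genes were called over the time course.

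The alternatives were time as log2(hours + 1) or as rank, a spline with 2 degrees of freedom, a linear trend alone, DESeq2 size factors (DESeq2 1.42.0), DESeq2 tests, weaker and stronger count filters, leaving out each library, equal numbers of cells, doublets kept, a limit of 6000 genes, no anchors, halved and doubled resolution, other definitions of cycling cells, and a pseudocount of 5, TMM factors, thinned cells and a minimum of 50 UMIs for HG cells. Other software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

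RNA velocity was not analysed, since the filtered matrices do not separate spliced from unspliced counts. No test was made with cells as replicates, so the numbers of changed genes in HG cells have no counterpart here. KEGG annotation was not used, and the lists are not those of the study.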

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

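The tests of the number of UMIs per cell, of the whole 4 h library and of free RNA were chosen after the result was seen, and the test of direct P53 targets before.

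In IFE cluster 0, whose cycling cells the paper does not report, the share of cycling cells was 8.33% at 4 h (95% interval 7.41 to 9.32, 277 of 3326 cells), against 21.7% at 0 h (20.2 to 23.2, 640 of 2955 cells) and 33.0% at 16 h. It stood out as a signal in cells outside the paper's account of cycling OB and uHF.B cells. The same dip was seen in OB and uHF.B cells and, from 11.4% to 4.23%, in uHF.SB cells and, from 10.4% to 5.87%, in IFE.SB cells. Each share rests on 1 library of 2 mice, so the interval does not cover the difference between mice.

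Fewer UMIs per cell at 4 h were not found in IFE cluster 0. Its sums held 26996734 UMIs in 2965 cells at 0 h and 31116560 in 3346 cells at 4 h. The 8.33%, measured among cells thinned to the same 2000 UMIs, is therefore no test of that cause there. OB and uHF.B cells had fewer UMIs per cell at 4 h than at 0 h. Their shares among thinned cells fell too, which argues against that cause in them. A loss of cycling cells or of their RNA in the whole 4 h library would have lowered the share in T cells too, and that share was 40% at 4 h (95% interval 33.8 to 46.4, 98 of 245 cells) against 27.5% at 0 h (21.1 to 34.7, 49 of 178 cells). Activation of direct P53 target genes, a biological candidate, would have placed their median log2 ratio at 4 h against 0 h above most random lists, and in IFE cluster 0 it lay at -0.59, at percentile 0.25. In uHF.B cells it lay at -0.38, at percentile 3.12. More free RNA of the cycling markers in the 0 h library would raise the share in OB cells of that library too. With at least 4 UMIs for a cycling cell, few OB cells were called at 0 h, while the uHF.B share still fell from 0 h to 4 h (shares given below). This argues against free RNA as the whole cause in uHF.B cells, and free RNA stays open in the other cell types. A response of keratinocytes to depilation, a difference between the mice of the 0 h and 4 h libraries or in the hour of the day at which the skin was taken, and a lower yield of cycling keratinocytes alone stay open and were not tested.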

How the results depend on the processing

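The alternatives chosen after the results were seen are the fit without the robust option, the time course at the halved clustering resolution, the clustering seeds and the gene lists among non-cycling cells, and the others were set before. The cause was not tested for any change given here, except where the construction of an alternative is named.

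The number of genes called over the time course was the least stable result. With log2(hours + 1) in place of hours, the fit called 1902 OB1 genes, 327 OB2, 781 OB3, 1650 OB, 3 uHF.B, 82 uHF.SB, 1 IFE.SB, 0 T, 10 Langerhans and 478 melanocyte genes. With the rank of the time point it called 1005 OB1 genes, 73 OB2, 186 OB3, 783 OB, 8 uHF.SB, 2 T, 33 Langerhans and 467 melanocyte genes. A spline with 2 degrees of freedom called 286 OB1 genes, 8 OB3, 183 OB, 1 IFE.SB, 2 T, 16 Langerhans and 315 melanocyte genes, and a linear trend alone 0 OB1 genes, 2 OB3, 0 OB, 1 IFE.SB, 0 T, 1 Langerhans and 41 melanocyte genes. The DESeq2 likelihood ratio test called 538 OB1 genes, 14 OB2, 37 OB3, 476 OB, 24 uHF.B, 129 uHF.SB, 17 IFE cluster 0, 127 IFE.SB, 37 T, 22 Langerhans and 89 melanocyte genes. With all genes of at least 1 count, 271 OB1 genes, 101 OB2, 95 OB3, 172 OB, 5 uHF.SB, 185 T, 120 Langerhans and 312 melanocyte genes were called, and with at least 10 counts in every library, which tests fewer genes, 0 OB1 genes, 14 OB2, 0 OB3, 0 OB, 0 T, 0 Langerhans and 39 melanocyte genes. With the same number of cells from every library the fit called 0 OB1 genes, 5 OB2, 0 OB3, 0 OB, 0 T and 1 Langerhans genes. DESeq2 size factors in edgeR gave 0 OB genes and 7 Langerhans genes, and the fit without the robust option 0 OB1 genes, 0 OB3, 0 OB and 7 Langerhans genes. For OB1 cells, 3 genes were called with doublets kept, 139 without anchors and 0 at the halved clustering resolution. Counts not given for a setting stayed within 1.5 times of those first reported.

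Across the 6 fits that each left out 1 library, the count went from 22 (without 6 d) to 2270 (without 0 h) in OB1, 8 (without 16 h) to 411 (without 0 h) in OB2, 30 (without 16 h) to 515 (without 0 h) in OB3, 86 (without 16 h) to 1623 (without 0 h) in OB, 0 to 74 (without 0 h) in uHF.B, 8 (without 4 h) to 412 (without 0 h) in uHF.SB, 0 to 9 (without 0 h) in IFE cluster 0, 0 (without 4 d) to 460 (without 4 h) in IFE.SB, 33 (without 16 h) to 654 (without 0 h) in T, 9 (without 4 d) to 176 (without 0 h) in Langerhans cells and 0 (without 16 h) to 359 (without 4 h) in melanocytes. These fits have 1 residual degree of freedom.

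The clustering of HF cells also moved with its random seed. Over 20 seeds, the OB1 cluster held 1779 to 4614 cells at a resolution of 0.4 and 4044 to 4946 at 0.2, and the IRS2 cluster 785 to 2339 and 1352 to 2337. On the scale of hours, 0 to 2 OB1, 0 to 1 OB2 and 0 to 15 OB3 genes were called over the seeds at 0.4, and OB1 had the most of these with 4 of 20 seeds. On the log2(hours + 1) scale the numbers were 1231 to 1953, 232 to 320 and 602 to 924, and OB1 had the most with 20 of 20 seeds. At 0.2, 13 of 20 seeds gave an OB3 cluster, and 0 to 1 OB1 genes were called on the scale of hours and 1410 to 1879 on the log2(hours + 1) scale.

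For the Bcl-2 family, 12 pairs of gene and cell type were called with log2(hours + 1), 4 with the rank, 2 with a spline with 2 degrees of freedom, 1 with DESeq2 and 1 with all genes of at least 1 count. The fits without 1 library gave 0 to 11 (without 0 h). For the ERBB receptors and ligands, 5 pairs were called with log2(hours + 1), 5 with the rank, 1 with a spline with 2 degrees of freedom and 5 with DESeq2. The fits without 1 library gave 0 (without 4 d) to 14 (without 0 h), and all genes with at least 1 count in total gave 3. The linear trend in OB1 cells changed sign on the log2(hours + 1) scale for Ets1, to 0.91, Krt90, to 7.19, and Lgr5, from 0.08 to -0.32.

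Between cycling and non-cycling OB1 cells, 66 genes were called without the library block, 1093 with DESeq2, 632 with at least 1 UMI for a cycling cell and 891 with thinned counts, which hold fewer UMIs. The count was 748 (without 6 d) to 2174 (without 4 h) across the fits without 1 library, and under the other alternatives it was within 1.5 times of the number first reported. With an estimated correlation, 0 gene lists were called in this comparison and 0 on the linear trend, and with fry 0 on the linear trend. Without 1 library the number of lists called on the linear trend was 5 (without 4 d) to 11 (without 6 d).

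The shares of cycling cells changed with the definition of a cycling cell, while 4 h kept the lowest share of OB and of uHF.B cells under each definition. In time order, the OB shares were 35.4%, 18.7%, 32.4%, 51.8%, 65.6% and 46.2% with at least 1 UMI, 0.215%, 0%, 2.09%, 18.6%, 29.9% and 10.1% with at least 4 UMIs and 33.1%, 9.61%, 37.7%, 50.4%, 64.7% and 43.3% without thinning. By Seurat's cell cycle phase they were 7.42% at 4 h, 17.8% at 16 h, 37.7% at 2 d and 54.8% at 4 d, and with 8.15% at 0 h the OB difference between 0 h and 4 h is then within counting error. Without anchors the share was 13.7% at 16 h, and at the doubled clustering resolution 16.5% at 2 d, 27.7% at 4 d and 17.3% at 6 d. The uHF.B shares were 49.4%, 23.7%, 67.4%, 61.5%, 62.8% and 66.0% with at least 1 UMI, 10.3%, 3.10%, 28.4%, 25.8%, 28.7% and 29.5% with at least 4 UMIs and 64.0%, 27.2%, 82.9%, 65.7%, 64.4% and 71.3% without thinning, and by Seurat's phase 16.1% at 4 h, 65.6% at 16 h, 44.9% at 2 d, 54.4% at 4 d and 53.0% at 6 d.

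As shares of all HF cells, OB1 cells went from 22.6% to 13.3% without anchors, 26.8% at the halved and 18.0% at the doubled resolution, and OB3 cells from 4.18% to 10.2%, 0% and 3.78%. OB2 cells went from 4.74% to 5.05% at the doubled resolution, uHF.SB cells from 23.4% to 25.2% and uHF.B cells from 30.7% to 32.5%, or 31.4% without anchors. HF cells went from 39.3% to 36.8% of all cells at the doubled resolution. In HG cells, TGF-beta signaling at 16 h moved from percentile 0 to 7.48 with thinned cells and 2.71 with at least 50 counts.

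Among the other results, of 540 alternative values for cells of each cell type and library, 63 moved by more than counting error, and of 80 for single gene lists in HG cells 13 did. For single genes between cycling and non-cycling cells, 13 of 110 values lost their call, and 0 gained one. For gene lists in that comparison 17 of 125 lost and 1 gained a call, and for those on the linear trend 25 of 139 lost and 6 gained one. Of 217 values for the linear trends of named OB1 genes, 55 gained a call, and 3 changed sign as given. Adjusted over the list alone, 12 of 16 counts for the Bcl-2 family and 9 of 16 for the ERBB list moved by more than 1.5 times. With 1 library per time point and 2 residual degrees of freedom, depth in the smaller cell types limits how many genes pass the count filter, and counting intervals do not cover mice.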

Differences from the paper's values

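The clustering seeds were chosen after the values were seen, and the other alternatives named before.

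For OB cells, 1 gene was called over the time course against the paper's approximately 800. The rank of the time point, with 783 genes, and the fit without the 4 h library, with 603, came within 1.5 times of the paper's number. The others did not, with 1650 on the log2(hours + 1) scale, 476 by the DESeq2 likelihood ratio test, 1623 without the 0 h library and 225 or fewer in the rest. For melanocytes, 186 genes were called against the paper's approximately 500, and the rank of the time point (467), log2(hours + 1) (478) and the fit without the 4 h library (359) came within 1.5 times of it, while the other alternatives did not.

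In OB1 cells, 1 gene was called against the paper's ~800, and the rank of the time point (1005), the DESeq2 likelihood ratio test (538) and the fit without the 4 h library (1051) came within 1.5 times of it. The other alternatives did not, with 1902 genes on the log2(hours + 1) scale, 2270 without the 0 h library and 286 or fewer in the rest. In OB2 cells, 0 genes were called (207 at an unadjusted p under 0.05) against about 140 in Fig. 5E, read by eye, and the filter of at least 1 count in total (101) and the fit without the 4 h library (100) came within 1.5 times of it, while the other alternatives did not. In OB3 cells, 1 gene was called against about 200 in Fig. 5E, read by eye, and the rank of the time point (186) alone came within 1.5 times of it.

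The paper gives a mean of ~22 M reads per sample, and the mean number of UMIs per library was 90.5 M, a lower bound on the reads. No alternative bears on this value.

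The paper ranks OB1 as the HF cell type with the most changed genes. On the scale of hours OB1 and OB3 had 1 gene each, while on the log2(hours + 1) and rank scales OB1 had the most of the HF cell types tested. The paper names Cgref1, Ets1, Rin1, Krt90, Krt8 and Fgf18 as changed in OB1 cells, and none was called on the scale of hours with all 6 libraries. All but Krt8 were called on the log2(hours + 1) scale and all on the rank scale, Fgf18 and Krt90 also with a spline with 2 degrees of freedom and with all genes of at least 1 count, and Fgf18 and Rin1 also with the DESeq2 likelihood ratio test. With 1 library left out, Fgf18 was called in each of the 6 fits, all but Krt8 without 0 h, all but Ets1 without 2 d, Rin1 without 4 h and Krt90 without 4 d.

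The paper states that the fall of Fgf18 is specific to OB1. In OB2 cells Fgf18 was lower at the end too, with 418 CPM at 0 h and 35.8 at 6 d, and with a rise between 2 d and 4 d. On the scale of hours with all libraries it was called in neither cell type. Whether the trends of OB1 and OB2 cells differ was not tested. The paper places the appearance of the IRS clusters at 4 d. The cluster with IRS3 markers had 64 cells at 2 d, that with IRS2 markers 10 and that with IRS1 markers 1, and over 20 clustering seeds the IRS2 cluster had 10 to 149 cells at 2 d and 0 to 32 at 0 h. The paper finds Shh in IRS2 alone from 2 d on, and here Shh was highest in the IRS2 cluster at 2 d, with 138 CPM, and the OB1 cluster had 13.7 CPM.

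The paper describes P53 signaling as higher in cycling OB1 cells, and here 11 of its 12 cell cycle members were higher (median 0.76), while 19 of the 44 members outside the cell cycle and 8 of the 25 direct targets were higher. The paper lists ECM-receptor interaction and pluripotency signaling among pathways that fall in OB1 cells. Both medians were negative on the linear trend, at -0.56 and -0.19, and neither list was called. The paper places the main changes in OB cells from 2 d on. Of the 1902 OB1 genes called on the log2(hours + 1) scale, which stretches the first hours, 643 had their highest CPM at 4 h. The highest CPM was at 2 d for 217, at 4 d for 446 and at 6 d for 208, together more than at 4 h. The time of the highest CPM is not the time of the change, and 926 of the genes were lower with time. These counts therefore do not decide the paper's statement. The paper finds no Bcl-2 or ERBB gene altered, and on the scale of hours 0 of 118 Bcl-2 pairs and 0 of 70 ERBB pairs of gene and cell type were called among all genes, while on the log2(hours + 1) scale 12 Bcl-2 pairs and 5 ERBB pairs were.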

Other observations

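The tests of the OB2, OB3, uHF.B and uHF.SB counts on the log2(hours + 1) scale, of the variation left by each time scale and of doublets were chosen after the results were seen, as were the log2(hours + 1) scale for the tests of library order and of non-cycling cells and the number of orders drawn, and the other tests before.

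Among P53 signaling genes, the cell cycle members were higher in cycling OB1 cells, while the other members had a median log2 fold change of -0.16 (19 of 44 higher). This is consistent with the cell cycle members carrying the difference. Higher activation of direct P53 targets in cycling than in non-cycling cells would have raised them as a set, and their median was -0.36. It ranged from -0.37 to -0.23 when each library was left out. Activation in both groups, or in cells that had stopped cycling, would not raise this median, so P53 activation after depilation stays open. The paper's γH2AX staining and Trp53 deletion are other evidence, which these values do not address. RNA levels do not show P53 protein activity, which was not tested.

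The test between cycling and non-cycling OB1 cells was repeated on other splits of its 12 sums into groups of 6. Of 32 splits that part the cycling and non-cycling sums of every library, the real one included, 1 gave as many as 1848 genes, and the largest count of the others was 1491. The other 68 of 100 splits drawn from 462 mix libraries with cycling, and the largest count among them was 35. Cells were called cycling from the same counts, which favours genes that go with the markers in the real split. The splits do not repeat that choice of cells, so no conclusion is drawn from the rank.

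On the scale of hours 1 OB1 gene was called and on the log2(hours + 1) scale 1902 were. The biological coefficient of variation left around the curve of hours was 0.381, against 0.257 on the log2(hours + 1) scale and 0.292 on the rank scale. The genes called on the log2 scale lay farthest from the curve of hours at 4 h, by a mean of 0.833, and at 0 h, by 0.699, against 0.346 or less in each of the other libraries. Changes within the first hours that a curve of hours does not follow are a candidate explanation, found and tested on the same data. On the log2 scale the 0 h library has a leverage of 0.979, so its fit is close to exact there and any fault of that library would enter the calls. For the curve of hours the same holds for the 6 d library, with a leverage of 0.982, and in part for 4 d, with 0.83, so their small distances say little, while 16 h (0.585) and 2 d (0.608) have leverages near that of 0 h (0.621).

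The tests on OB1 genes that follow are on the log2(hours + 1) scale, since the scale of hours gave 1 gene. Of 50 orders of the libraries, the real one included, 1 gave as many as 1902 genes, and the largest count of a drawn order was 271. On the scale of hours 11 of 50 orders gave at least the 1 gene of the real one, with up to 334. A changing share of cycling cells is not enough for the calls, since 1433 of the 1902 genes were also called among non-cycling cells alone. The mix of the clusters joined as OB1 also changed. The cluster led by Krt24 held 256 of 310 OB1 cells at 0 h and 133 of 1687 at 4 d. Whether this mix gives the calls was not tested and stays open.

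With 50 cells from each cell type and library, OB1 had a median of 510 (291 to 846) genes over 10 draws, OB3 418 (228 to 541) and OB2 203 (84 to 346), which argues against the number of cells as the whole cause of the difference from OB2, as the OB1 median is above every OB2 draw, and is consistent with it as a source of the difference from OB3. The number of UMIs per cell was not made equal and stays open for both. The uHF.SB cells had 82 genes and the uHF.B cells 3, with more UMIs than OB1 cells in 5 of 6 libraries, which argues against the size of the sums as the cause of the difference from them. At 50 cells these types had 152 (9 to 360) and 136 (10 to 468) genes. On the scale of hours, 50 cells gave a median of 78.5 (0 to 136) OB1 genes where all cells gave 1, and 3 (0 to 29) OB2, 0.5 (0 to 5) OB3, 2 (0 to 14) uHF.SB and 0 (0 to 1) uHF.B genes. The OB1 median is above every draw of the other types, with 1 OB1 draw at 0. The number of cells is the same for all types in these draws, while UMIs per cell were not made equal and stay open. With all cells OB1 and OB3 had 1 gene each, so on this scale there was no excess over OB3 for the number of cells to explain. Why all OB1 cells gave fewer genes than 50 was not tested.

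The early OB1 cluster of 4 h and 16 h had fewer UMIs per cell than other OB1 cells at 4 h, 0.664 times as many, with lower doublet scores (0.0192 against 0.0319), which argues against doublets there. At 16 h the median was 7073 UMIs against 6820 and the score 0.0306 against 0.0315, and the cluster held 42.4% of OB1 cells (38.1 to 46.8), against 0.645% at 0 h and 7.63% doublets expected in the 16 h library, which argues against doublets as its source. A response of every cell type to handling would raise its leading genes everywhere. Their median log2 ratio at 4 h against 0 h was 2.61 in OB1 and 2.53 in OB2 cells, 1.57 in uHF.B, 1.73 in uHF.SB, 0.07 in IFE cluster 0, 0.09 in IFE.SB, 0.64 in Langerhans cells and 0 in T cells. At 16 h it was 1.03 in OB1, 0.27 in OB2, 0.47 in uHF.B, 0.38 in uHF.SB and 0.41 in IFE cluster 0. It was 0 in IFE.SB, Langerhans and T cells at 16 h. The genes were chosen for their level in this cluster, so handling, in HF cells or more widely, and a response to depilation cannot be told apart from these values.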
